# Transcriptional and Chromatin Accessibility Profiling of Neural Stem Cells Differentiating into Astrocytes Reveal Dynamic Signatures Affected under Inflammatory Conditions

**DOI:** 10.3390/cells12060948

**Published:** 2023-03-21

**Authors:** Maria Angeliki S. Pavlou, Kartikeya Singh, Srikanth Ravichandran, Rashi Halder, Nathalie Nicot, Cindy Birck, Luc Grandbarbe, Antonio del Sol, Alessandro Michelucci

**Keywords:** neural stem cell, astrocyte, tumor necrosis factor, transcriptomics, chromatin accessibility, transcription factors

## Abstract

Astrocytes arise from multipotent neural stem cells (NSCs) and represent the most abundant cell type of the central nervous system (CNS), playing key roles in the developing and adult brain. Since the differentiation of NSCs towards a gliogenic fate is a precisely timed and regulated process, its perturbation gives rise to dysfunctional astrocytic phenotypes. Inflammation, which often underlies neurological disorders, including neurodevelopmental disorders and brain tumors, disrupts the accurate developmental process of NSCs. However, the specific consequences of an inflammatory environment on the epigenetic and transcriptional programs underlying NSCs’ differentiation into astrocytes is unexplored. Here, we address this gap by profiling in mice glial precursors from neural tissue derived from early embryonic stages along their astrocytic differentiation trajectory in the presence or absence of tumor necrosis factor (TNF), a master pro-inflammatory cytokine. By using a combination of RNA- and ATAC-sequencing approaches, together with footprint and integrated gene regulatory network analyses, we here identify key differences during the differentiation of NSCs into astrocytes under physiological and inflammatory settings. In agreement with its role to turn cells resistant to inflammatory challenges, we detect *Nrf2* as a master transcription factor supporting the astrocytic differentiation under TNF exposure. Further, under these conditions, we unravel additional transcriptional regulatory hubs, including *Stat3*, *Smad3*, *Cebpb*, and *Nfkb2*, highlighting the interplay among pathways underlying physiological astrocytic developmental processes and those involved in inflammatory responses, resulting in discrete astrocytic phenotypes. Overall, our study reports key transcriptional and epigenetic changes leading to the identification of molecular regulators of astrocytic differentiation. Furthermore, our analyses provide a valuable resource for understanding inflammation-induced astrocytic phenotypes that might contribute to the development and progression of CNS disorders with an inflammatory component.

## 1. Introduction

In the developing brain, multipotent neural stem cells (NSCs) can give rise to neurons, oligodendrocytes, and astrocytes. The process of differentiation towards a neurogenic or gliogenic fate is finely timed and regulated through mammalian brain development. During the expansion phase, NSCs self-replicate via symmetric cell division to expand their own pool. Later on, during mid-gestation they undergo asymmetric cell division and receive cues to differentiate into neurons. Lastly, from late-gestation to perinatal periods they enter the gliogenic phase and differentiate into astrocytes and oligodendrocytes [1,2]. Importantly, undifferentiated NSCs still reside in two niches of the adult brain, namely the subventricular zone (SVZ) of the lateral ventricles and the subgranular zone (SGZ) of the dentate gyrus [3].

Astrocytes are active supporters of the neuronal network, providing neurons with nutrients and metabolites, modulating neuronal synaptic transmission, participating in the formation and functioning of the synapses as well as directly communicating with neurons [4]. Further, astrocytes support the immune system and contribute to the formation of the blood brain barrier. Additionally, they contribute to oligodendrocyte differentiation and maturation as well as support myelination [5]. Therefore, aberrant astrocytic phenotypes can give rise to neurological diseases, including neurodevelopmental disorders [6]. For example, dominant gain-of-function mutations in the gene coding for glial fibrillary acidic protein (GFAP), the hallmark intermediate filament in astrocytes, elicit the accumulation of cytoplasmic GFAP aggregates resulting in macrocephaly, white matter degeneration, and developmental delay in Alexander disease [7,8]. During inflammatory events in the CNS, several immune mediators, including cytokines and free radicals, affect intrinsic NSC properties and neurogenesis [9]. Injuries of the CNS largely elicit proliferation and migration of NSCs toward the injury site, suggesting the activation of a putative regenerative response. However, detrimental cues encountered within the inflammatory niche are responsible, at least partly, for an incomplete regeneration from NSCs [9]. Thus, in traumatic brain injuries, for example, attempts to promote a regenerative-favoring environment using endogenous or transplanted NSCs for reparative purposes represent critical challenges [10,11]. In a different context, perturbations of the fine-tuned process of NSCs’ differentiation under inflammatory conditions can also give rise to brain tumors. Indeed, inflammation is linked to gliomagenesis [12] and evidence indicates that NSCs can give rise to gliomas [13,14]. Hence, defective differentiation abilities of NSCs and aberrant neoplastic astrocytic phenotypes in gliomas are attributed, at least partly, to an inflammatory microenvironment.

Tumor necrosis factor (TNF) is a crucial inflammatory cytokine mainly produced by microglia during neuroinflammatory processes. TNF induces various signaling responses within the cells that eventually result in apoptosis or necrosis [15], cell survival, differentiation, and inflammation in cells expressing the corresponding receptors [16]. Notably, the crosstalk between interferons and TNF affects the reprogramming of the macrophage epigenome and their inflammatory responses [17]. In this context, the role of epigenetic processes in the establishment, maintenance, and differentiation of NSCs is emerging [18]. For example, deficiency of the chromatin remodeler gene *Cdh5* in NSCs leads to their improper activation altering cell fate decisions and favoring an astroglial over a neuronal identity [19]. 

Here, we sought to investigate the dynamics of the transcriptional and chromatin accessibility changes underlying NSCs differentiation into astrocytes under normal and inflammatory conditions. For this, we adopted an integrated genome-wide approach combining RNA-sequencing (RNA-seq) and assay for transposase-accessible chromatin followed by deep sequencing (ATAC-seq) [20] to investigate the astrocytic differentiation process from murine neurospheres. We uncovered that normal differentiated astrocytes display mature cell-specific characteristics, whereas differentiating cells exposed to TNF do not reach the same level of maturity. In line with these observations and in agreement with a more restricted lineage-specific transcriptional program, we identified an overall reduction of chromatin accessibility in differentiated astrocytes compared to multipotent undifferentiated NSCs. Notably, this restriction was less pronounced under inflammatory conditions. Lastly, we reconstructed gene regulatory networks to identify transcription factors involved in the regulation of differentiation under normal and inflammatory settings.

Overall, our findings shed light on the molecular mechanisms underlying NSC differentiation into astrocytes and the effect of an inflammatory environment during this developmental process, which might pave the way to novel therapeutic targets restoring appropriate astrocytic phenotypes in CNS disorders with an inflammatory component, including neurodevelopmental diseases and brain tumors.

## 2. Materials and Methods

### 2.1. Animals and Ethics

C57BL/6J mice, both wild type and transgenic mice expressing green fluorescent protein (GFP) under the control of glial fibrillary acidic protein (GFAP) promoter were housed in individually ventilated cages (IVC) in a conventional animal facility at the University of Luxembourg in accordance with the EU Directive 2010/63/EU and Commission recommendation 2007/526/EC. We kept mice in groups under a dark–light cycle with ad libitum access to water and food. All the animal work of the present study has been conducted and reported in accordance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines to improve the design, analysis, and reporting of research using animals, maximizing information published, and minimizing unnecessary studies. We conducted all animal procedures in accordance with the local Committee for Care and Use of Laboratory Animals.

### 2.2. Cell Culture

We isolated primary NSCs from the ventricular zone of single wild type mouse brains (C57BL/6J, Harlan, The Netherlands) at embryonic day 14 (E14) as described before [21,22]. Primary cultures of neurospheres (NSPs) were kept under proliferating conditions in neurobasal medium (DMEM F12; Lonza, Basel, Switzerland) supplemented with 1% B27 without vitamin A (Life Technologies, Carlsbad, CA, USA), penicillin (100 U/mL; Lonza), streptomycin (100 g/mL; Lonza), and 20 ng/mL EGF (Epidermal Growth Factor; Life Technologies). We differentiated NSPs into astrocytes on 6-well or 12-well plates coated with poly-L-ornithine and by exchanging the proliferation medium with DMEM containing 10% FBS (Fetal Bovine Serum; Gibco, Grand Island, NE, USA), penicillin (100 U/mL; Lonza), and streptomycin (100 g/mL; Lonza). We differentiated cells into astrocytes at different time points (24, 48, 72 h and 1 week) at 37 °C in 5% CO_2_/95% air atmosphere, and we kept them under normal conditions or treated with TNF (50 ng/mL; R&D Systems, Minneapolis, MN, USA).

### 2.3. Selection of Astrocytes Based on Antibody-Coated Beads

We used NSPs and differentiating NSPs at different time points (24, 48 and 72 h) to isolate astrocytes by magnetic separation. We enriched astrocytic populations by magnetic separation using ACSA1+ (GLAST) beads (MACS Miltenyi Biotec) according to the manufacturer’s recommendations.

### 2.4. Real-Time qPCR (RT-qPCR)

We kept murine NSPs under proliferating conditions or we differentiated them into astrocytes for 24, 48, and 72 h or 1 week with or without TNF treatment. We extracted total RNA by the innuPREP RNA Mini Kit (Westburg) according to manufacturer’s recommendations. Complementary DNA (cDNA) was synthetized by using the ImProm-II Reverse Transcription System (Promega). We conducted cDNA synthesis for 5 min at 25 °C, followed by 1 h at 42 °C and then 15 min at 70 °C. We measured gene expression levels using SYBR Green Supermix (Promega) following the manufacturer’s recommendations and by using CFX Connect Real-Time PCR Detection System (Bio-Rad). The expression levels of mRNA were expressed as 2^−ΔCt^ and normalized to beta actin levels [23]. Primer sequences were as follows: *Mki67* forward primer: 5′-TTCCTTCAGCAAGCCTGAG-3′; *Mki67* reverse primer: 5′-GTATTAGGAGGCAAGTT-3; *Ccnb1* forward primer: 5′-AGAGGTGGAACTTGCTGAGCCT-3′; *Ccnb1* reverse primer: 5′-GCACATCCAGATGTTTCCATCGG-3′; *Egr1* forward primer: 5′-AGCCGAGCGAACAACCCTAT-3′; *Egr1* reverse primer: 5′-TGTCAGAAAAGGACTCTGTGGTCA-3′; *Gfap* forward primer: 5′-GGTTGAATCGCTGGAGGAG-3′; *Gfap* reverse primer: 5′-CTGTGAGGTCTGGCTTGG-3′; *Gpld1* forward primer: 5′-ACCCTAACCCAAGTCCTGCT-3′; *Gpld1* reverse primer: 5′-CAGGTCAGTCAGGTGCAGAA-3′; *Nfkbia* forward primer: 5′-GCCAGTGTAGCAGTCTTGAC-3′; *Nfkbia* reverse primer: 5′-GCCAGGTAGCCGTGAGTAG-3′; *Actb* forward primer: 5′-AGGGAAATCGTGCGTGACATCAAAGAG-3′; *Actb* reverse primer: 5′-GGAGGAAGAGGATGCGGCAGTGG-3′.

### 2.5. Immunocytochemistry

NSPs and differentiating cells were cultivated on poly-L-ornithine-coated coverslips and fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS), followed by a permeabilization with 0.05% Triton X-100 in PBS. We performed a blocking step in PBS containing 3% bovine serum albumin (BSA) at 20–24 °C for 1 h. We conducted immunostainings by incubating cells with primary antibodies diluted in blocking solution overnight at 4 °C, followed by incubation with the corresponding secondary antibodies diluted in the blocking solution for 1 h at room temperature (1:1000; Jackson ImmunoResearch, West Grove, PA, USA). We used the following antibodies: rabbit anti-CD44 IgG (1:100; Abcam, Waltham, MA, USA), rabbit anti-Kir4.1 IgG (1:100; Alomone Labs, Jerusalem, Israel), rabbit anti-GLT1 (SLC1A2) IgG (1:100; Abcam), rabbit anti-GLAST (SLC1A3) IgG (1:100; Abcam), mouse anti-MAP2 IgG (1:200; Chemicon, Rolling Meadows, IL, USA) and mouse anti-O4 IgM (1:100; Bio-Techne). For GFAP staining, we used a cyanine 3-conjugated mouse anti-GFAP IgG antibody (1:400; Sigma, St. Louis, MO, USA). Cells were then washed and mounted with DAPI-Fluoromount G (SouthernBiotech, Birmingham, AL, USA). Images were collected by confocal microscopy using a LSM 510 confocal microscope (Carl Zeiss Micro Imaging, Jena, Germany) and analyzed on Adobe Photoshop (San Jose, CA, USA) software.

### 2.6. Preparation of Mouse Forebrain Cell Suspensions from hGFAP::eGFP Transgenic Mice and Flow Cytometry Analyses

*hGFAP*::eGFP transgenic mice (*hGFAP*::eGFP mice (FVB/N- Tg(GFAPGFP)14Mes/J) were purchased from The Jackson Laboratory (Jax stock #003257; Bar Harbor, ME, USA) [24]. The genetic identification of transgenic mice was determined by the analysis of DNA extracted from tails of 3-week old mice. DNA was extracted from tail samples (<5 mm) using “DirectPCR Lysis Reagent” (Viagen Biotech, Los Angeles, CA, USA) containing freshly prepared 20 mg/mL of proteinase K (Invitrogen, Merelbeke, Belgium). After a lysis incubation step at 55 °C for 5 h under gentle shaking (550 rpm), proteinase K was inactivated by incubating lysates at 85 °C for 45 min. DNA analysis was performed by Polymerase Chain Reaction (PCR). The PCR reaction mixture, with a total volume of 25 mL, contained 1 mL of DNA lysate, 12.5 mL of a PCR master mix (50 U/mL Taq DNA polymerase, 400 μM of each dNTP, 3 mM MgCl_2_; Promega; Leiden, The Netherlands), and 11.5 mL of primers mix (Eurogentec, Seraing, Belgium). Primer sequences were as follows: GFP forward primer: 5′-AAGTTCATCTGCACCACCG-3′; GFP reverse primer: 5′-TCCTTGAAGAAGATGGTGCG-3′; internal positive control forward primer: 5′-CTAGGCCACAGAATTGAAAGATCT-3′; internal positive control reverse primer: 5′-GTAGGTGGAAATTCTAGCATCATCC-3′. Initial denaturation at 94 °C for 1 min was followed by 35 cycles of denaturation at 94 °C for 30 s, annealing at 60 °C for 1 min and extension at 72 °C for 1 min, with final extension at 72 °C for 2 min. PCR samples were analyzed on a 2% agarose gel (ThermoFisher Scientific, Merelbeke, Belgium), revealed on a ChemiDoc XRS+ System (Bio-Rad, Temse, Belgium) and visualized using ImageLab software (Bio-Rad).

We collected forebrains from *hGFAP*::eGFP transgenic mice in calcium/magnesium-free HBSS at different postnatal developmental days (P4, P10, or P21). Tissue was diced and papain digested at 33 °C for 90 min (20 U/mL, Sigma) in dissociation buffer (EBSS (Sigma), D(+)-glucose 22.5 mM, NaHCO_3_ 26 mM and DNaseI 125 U/mL with EDTA 0.5 mM and L-cysteine–HCl 1 mM (Sigma)) and washed 3 times in dissociation buffer with BSA (1 mg/mL, Sigma) and trypsin inhibitor (1 mg/mL, Sigma) before mechanical dissociation through fire-polished Pasteur pipettes to a single cell suspension. Cells were pelleted, re-suspended in cold PBS with DNaseI at 1 × 10^6^ cell/mL, passed through a cell strainer (70-μm mesh; #352350, BD Falcon) and 7-aminoactinomycin D (7-AAD, Sigma) added. FITC-positive/PE-Cy5-negative cells were taken into account for quantification. We performed flow cytometry analyses using a FACS Aria I SORP running FACS Diva6.3 software (BD Biosciences, San Jose, CA, USA).

### 2.7. RNA-Sequencing Analyses

For RNA-sequencing analyses, murine NSPs were kept under proliferation conditions or were differentiated into astrocytes for 24 and 72 h without or with TNF treatment and for 1 week under normal conditions. We extracted total RNA with TRIzol (Invitrogen) following the manufacturer’s recommendations. We added a DNase treatment to the RNA extraction using DNA-free kit DNase Treatment and Removal Reagents (Ambion-Thermofisher cat #AM1906) following manufacturer’s instructions. We checked the RNA quality using a Fragment Analyzer System (Agilent Technologies, Santa Clara, CA, USA), and RQN were between 3.4 and 10. We converted total RNA into Stranded Total RNA Library for RNA-sequencing by using the TruSeq Stranded Total RNA Library Prep workflow with Ribo-Zero Gold kit according to Illumina’s instructions. Briefly, ribosomal RNA was removed from 300 ng of total RNA using biotinylated, target-specific oligos combined with Ribo-Zero Gold beads that deplete cytoplasmic and mitochondrial rRNA. Then, RNA was fragmented using divalent cations under elevated temperature of 94 °C. Cleaved RNA fragments are double-stranded cDNA converted, keeping strand-specificity. A single index adapter was ligated to each sample, and DNA fragments were enriched using a polymerase. All libraries have been quantified using a Qubit HS dsDNA kit (Thermofisher), and the library quality check has been performed using a High-Sensitivity NGS Fragment Analysis Kit on a Fragment Analyzer System (Agilent Technologies). We normalized indexed DNA libraries and pooled them at 10 nM. Libraries were paired-end sequenced at LuxGen Genome Center with 75 bp length on a NextSeq Illumina sequencer.

Fastq files contain raw sequenced data, and the FastQC tool was used for a quality check. The fastq data was trimmed to remove bad quality reads using Trim Galore and trimmed reads were then aligned to the transcriptome using STAR aligner. STAR produces unsorted BAM files as output, which were then sorted using Samtools. We used the sorted files as input for Feature Counts to obtain gene expression counts. We conducted differential gene expression analyses using DESeq2 package in R program (The R Foundation for Statistical Computing, version 4.0.4).

### 2.8. ATAC-Sequencing Analyses

Cells grown as either free-floating spheres (NSPs) or as astrocytes (for 24 h and 72 h non-treated or treated with TNF and for 1 week without TNF treatment) in poly-L-ornithine-coated plates were washed once with ice-cold PBS and were spun at 500× *g* for 5 min in a pre-chilled (4 °C) centrifuge. We then re-suspended the cells in 200 μL of lysis buffer (5 mM PIPES at pH 8, 85 mM KCl, 0.5% NP-40) and incubated them in a tube placed on ice for 20 min. Next, 800 μL of resuspension buffer (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20) were added to the cells. Following cell counting, we centrifuged 50,000 cells at 500× *g* for 10 min in a pre-chilled (4 °C) centrifuge. The cell pellet was re-suspended in 50 μL of transposition mix (25 μL 2× TD buffer, 2.5 μL transposase, 17 μL PBS, 0.5 μL 10% Tween-20 and 5 μL water). Transposition reactions were incubated at 37 °C for 40 min in a thermomixer with shaking at 1000 rpm. Reactions were cleaned up with MinElute Reaction purification kit (Qiagen, Hilden, Germany) following manufacturer’s recommendations. Following purification, library fragments were amplified using 1× NEBnext PCR master mix and 0.6 μM of custom PCR primers 1 and 2, using the following PCR conditions: 72 °C for 5 min; 98 °C for 30 s; and thermocycling at 98 °C for 10 s, 63 °C for 30 s and 72 °C for 1 min. Full libraries were amplified for five cycles, after which an aliquot of the PCR reaction was used together with 9 μL of the PCR cocktail with Sybr Green at a final dilution of 0.05×. We ran this reaction for 30 cycles to determine the additional number of cycles needed for the remaining reaction. Libraries were purified using AMPure XP magnetic beads (Beckman Coulter, Brea, CA, USA), quantified using qubit fluorimeter and diluted to make a 4-nM final concentration. We sequenced pooled libraries on NextSeq500 75 bp paired-end reads. We used the FastQC tool to perform a quality check on fastq files containing raw sequenced reads, and bad-quality reads were removed using Trim Galore. The trimmed fastq reads were aligned to the genome using Bowtie2. We used Samtools to convert the SAM output files from Bowtie2 into sorted BAM files and to remove reads aligned to mitochondrial chromosomes. We used Model-based Analysis of ChIP-seq data (MACS) to call chromatin accessibility peaks, and the peaks that were found in the blacklisted regions of the genome (ENCODE) were removed before further analyses. Peaks were annotated using annotate peaks tool from HOMER and differential accessibility analysis was performed using DiffBind package in R program.

### 2.9. Transcription Factor Footprint Analysis

We used the Regulatory Genomic Toolbox to study the changes in the transcription factor binding motifs in open chromatin regions of the genome. Using the HINT tool [25], we identified transcription factor motifs in the epigenomic landscape. We conducted differential motif analysis using the rgt-motif analysis tool to identify transcription factor binding motifs differentially present across two conditions, thus providing information of underlying differences in gene regulation.

### 2.10. Reconstruction of Gene Regulatory Networks

We re-constructed gene regulatory networks and identified hubs based on topology analyses. First, we inferred gene regulatory networks (GRNs) at each time point by using the GRN inference tool GENIE3 [26], which utilizes random forest-based ensemble methods to identify regulatory links between genes. We performed bootstrapping on these interactions and only selected interactions with significant value of more than zero in more than 50 percent of runs. To obtain high confidence networks, we further overlaid the re-constructed networks from GENIE3 with manually curated interactions from the Metacore database. We further pruned the GRN by contextualizing it using a tool developed in our group: https://gitlab.lcsb.uni.lu/andras.hartmann/GRNOptR (accessed on 15 November 2021). Briefly, the tool utilizes a parent network and differential gene expression data with respect to the preceding time-point to create contextualized gene expression networks. Contextualization removes nodes whose expression cannot be justified by the nodes regulating it as input. We then identified the regulatory hubs by performing topological analyses using the igraph package in R. We further used the clusterprofiler package in R to perform Gene Ontology pathways enrichment of transcription factors included in the re-constructed GRNs. We visualized the resultant networks using Cytoscape.

### 2.11. Raw Data Files

We deposited ATAC-seq and RNA-seq datasets in the Gene Expression Omnibus (GEO) database with accession number GSE225729.

### 2.12. Statistical Analyses

Data were analyzed using GraphPad Prism 8 software (GraphPad software, La Jolla, CA, USA) and R environment (R Core Team, Vienna, Austria). The number of replicates required for comparison was estimated using power analysis (set 80% and *α* = 0.05) and guided by our previously published work [21]. We assessed normality using Kolmogorov–Smirnov and Shapiro–Wilk tests for normality. Depending on the number of averaged samples, the Central Limit Theorem was applicable, and even if data were not normal, the mean uncertainty was normally distributed. Unless otherwise indicated, all data are presented as mean ± standard deviation (SD) or standard error of the mean (SEM) of at least three independent biological experiments. We performed statistical analyses using unpaired *t* test or two-way ANOVA. All differences were considered significantly different at *p* value < 0.05 and were annotated as follows: * *p* < 0.05, ** *p* < 0.01.

## 3. Results

### 3.1. Characterization of an In Vitro Model of Astrocytic Differentiation from Murine Neurospheres

To investigate the molecular mechanisms underlying NSCs differentiation into astrocytes under inflammatory conditions, we first characterized our in vitro cellular model of primary neurospheres (NSPs) derived from NSCs isolated from the ventricular zone at embryonic day-14 (E14) of the mouse embryos. Briefly, we differentiated NSPs into astrocytes in the presence of 10% fetal calf serum (FCS) for one or two weeks and analyzed them at specific intermediate stages, including 24, 48, and 72 h (Figure 1A). Under these conditions, differentiating NSPs showed progressively increased expression levels of the astrocytic marker GFAP and a concomitant decreased expression of the stem cell marker CD44 (Figure 1B). After 2 weeks of differentiation, mature astrocytic markers, such as Kir4.1 (*Kcnj10*), GLT1 (*Slc1a2*), and GLAST (*Slc1a3*) were highly expressed (Figure S1A). Notably, we did not detect neurons and oligodendrocytes in these culture conditions (Figure S1B,C), while multipotentiality of the NSCs was confirmed by the appearance of these cells upon addition of 1% B27 and 2 ng/mL EGF to 0.5% FCS medium (Figure S1D,E). At the transcriptional level, differentiating astrocytes at all stages showed significantly decreased expression levels of the proliferating (*Mki67* and *Ccnb1*) and stem cell (*Egr1*) markers compared to NSPs (Figure 1C). On the other hand, the expression levels of *Gfap* and the astrocyte-enriched gene *Gpld1* were mainly up-regulated in differentiating cells at the different time points. We detected high *Gfap* expression levels at 48 and 72 h, which dropped at 1 week, while *Gpld1* expression was not detectable in NSPs and showed progressively increased levels up to 1 week of differentiation (Figure 1D). In order to corroborate these results in vivo, we investigated the decrease of *Gfap* expression during astrocytic maturation by isolating GFP+ cells from *hGFAP::*eGFP transgenic mice. For this, we separated GFP+ cells by FACS at postnatal day 4 (P4), P10, and P21, with P4 representing an immature phase, P10 signifying an intermediate stage, while P21 corresponded to a mature astrocytic stage. In line with the in vitro model, the amount of *hGFAP::*eGFP+ cells gradually decreased along these time points (P4: 39.2 ± 3.6%; P10: 21.0 ± 0.9%; P21: 3.5 ± 1.3%) (Figure 1E). Notably, we confirmed the upregulation of *Gpld1* as a marker of astrocytic maturation in vivo from our previous transcriptomics analyses of GFP+ cells sorted from *Aldh1l1*::eGFP BAC transgenic mice when comparing cells isolated at P4, P10, and P21 (Figure S2A) [27]. We similarly verified their progressive exit from the cell cycle by detecting the decrease of *Ccnb1* expression levels (Figure S2B). Lastly, to verify the purity of our in vitro cultures, we sorted enriched astrocytic populations by MACS using an antibody against the pan-astrocytic marker GLAST (*Slc1a3*). GLAST+ cells exhibited similar expression levels of *Mki67*, *Ccnb1*, *Gfap,* and *Gpld1* to unsorted cells (Figure S2C,D). Hence, this common gene expression pattern observed in GLAST+ and GLAST- cells suggests that our culture conditions give rise to pure astrocytic populations expressing GLAST levels consistent with their maturation state.

Taken together, these results demonstrate that our in vitro model of NSPs differentiation into astrocytes represent a reproducible method enabling enrichment of astrocytic populations expressing markers of ex vivo-isolated astrocytes.

### 3.2. Exposure of NSPs to TNF under Differentiating Conditions Modulates the Expression of Specific NSC and Astrocytic Markers

Next, we took advantage of our model to investigate the effect of inflammation during the differentiation of NSPs into astrocytes. For this, we cultivated the NSPs in differentiation medium with or without TNF (50 ng/mL), as in our previous study [21]. As expected, TNF treatment induced NF-κB activation in differentiating NSPs as shown by enhanced *Nfkbia* mRNA levels compared to untreated cells at the different time points (Figure 2A). While we detected differences in the expression levels of the stem cell marker *Egr1* in the presence of TNF when compared to untreated samples at 24 h and 1 week (Figure 2B), TNF treatment did not cause significant changes in the expression levels of *Ccnb1* (Figure 2C) and *Mki67* (Figure 2D). Further, *Gfap* and *Gpld1* were down-regulated in TNF-treated cells at 48 and 72 h of differentiation for the former, and at 72 h and 1 week for the latter (Figure 2E,F).

These targeted gene expression studies, together with our recent analyses [21], show that exposure of differentiating NSPs to TNF induces the activation of the NF-κB pathway without affecting the exit of the differentiating astrocytes from the cell cycle. On the other hand, TNF treatment causes transcriptional changes in the expression levels of specific stem cell and astrocytic markers, thus affecting the physiologic astrocytic differentiation process.

### 3.3. Transcriptomics Analyses under Normal and Inflammatory Conditions Reveal Discrete Populations of Differentiating Astrocytes

As TNF affected the expression of specific NSC and astrocytic genes during differentiation of NSPs into astrocytes, we sought to expand our analyses by conducting a genome-wide RNA-sequencing analysis of the astrocytic transcriptome at different time points, both under normal and inflammatory conditions. 

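Total RNA, depleted of ribosomal RNA, was sequenced from 18 cultures. The cultures were proliferating neurospheres (NSPs, free-floating aggregates of neural stem cells from mouse embryos at day 14), cells differentiated in 10% serum for 24 h or 72 h without or with TNF at 50 ng/ml, and cells differentiated for 1 week without TNF, with 3 replicates in each of the 6 conditions. The authors trimmed the paired reads, aligned them with STAR and counted reads per gene with Feature Counts, and they deposited the raw counts of 54838 genes without normalization. Total counts ranged from 17326245 to 19045824 in NSPs (median 18220144), from 12509693 to 17819701 at 24 h (median 13184377), from 13551076 to 16906922 at 24 h with TNF (median 15788530), from 12598024 to 19106651 at 72 h (median 16682674), from 14745995 to 17775113 at 72 h with TNF (median 16421871), and from 13878690 to 22549627 at 1 week (median 17542199). From these counts, edgeR's quasi-likelihood test with TMM normalization was fitted once over all 18 libraries, with a mean per condition, and tested the 20067 genes that passed edgeR's filter on low counts. A gene is called differentially expressed below where its Benjamini-Hochberg adjusted p-value was under 0.05. Standard errors of log2 fold changes were taken as the size of the change divided by the square root of the test's F value. Levels are CPM, that is counts scaled to the library's total with TMM normalization, as mean ± SD over 3 replicates. Gene positions are those of GENCODE M21 on GRCm38, which holds 54809 of the deposited gene identifiers. Each test was also fitted with the replicate number as a block, since the labels number the replicates 1 to 3 in every condition. The column of 72 h replicate 3 carries the number 4, so a block with this library unpaired was added after the data were seen. A block level that holds only this library fits it exactly, so the library adds nothing to the 72 h mean there. Lists of genes were tested with camera at an inter-gene correlation of 0.01. The strand setting of the counting and its handling of reads that fit several genes are not stated in the paper, so counts of genes that overlap another gene or have close paralogs are uncertain. Chance differences are limited by 3 replicates per condition, and the text below says where a call was lost when 1 library was left out.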

Principal component analysis (PCA) using the top 1000 variable genes showed distinct clustering corresponding to the different conditions (Figure 3A). 

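Over the 1000 genes with the most variable log2 CPM, the first principal component held 70.2% of the variance, the second 13.8% and the third 6.9%. NSPs lay between -96.1 and -90.0 on the first component, cells at 24 h between -15.9 and -13.6, cells at 72 h between 39.2 and 41.8, and cells at 1 week between 40.6 and 43.9. The 72 h and 1 week cells were apart on the second component, at -12.0 to -8.8 and -26.1 to -22.3. TNF-treated cells ranged from -10.2 to 5.2 on the first component at 24 h and from 20.4 to 34.9 at 72 h. The mean silhouette over the 18 libraries, a measure of grouping by condition with a maximum of 1, was 0.607 (permutation test of the condition labels, p = 1e-05, the smallest that 100000 permutations can give). It was computed on the first and second components only. Per condition, the mean silhouette was 0.95 for NSPs, 0.75 at 24 h, 0.80 at 72 h and 0.75 at 1 week. It was 0.38 at 72 h with TNF (range 0.34 to 0.41) and 0.01 at 24 h with TNF (range -0.08 to 0.15). Of the 24 h TNF libraries, replicate 1 lay at 21.5 on the third component and replicates 2 and 3 at -0.3 and 0.8. This component, which the silhouette leaves out, held the untreated 24 h libraries at -20.8 to -18.2, apart from all 24 h TNF libraries. With replicate 1 of each condition left out, the mean silhouette over the 12 remaining libraries was 0.781. It was 0.554 without replicate 2 and 0.6 without replicate 3. The alternative that moved the mean silhouette most used all genes in place of the 1000 most variable, which gave 0.194 (permutation test, p = 3e-05).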

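Against NSPs, 5456 genes were higher and 5120 lower at 24 h (10576 in all, 10436 with the replicate block), 5647 higher and 5457 lower at 72 h (11104, 11012 with the block), and 5936 higher and 5830 lower at 1 week (11766, 11672 with the block). With TNF, 5651 genes were higher and 5286 lower than in NSPs at 24 h (10937, 10778 with the block), and 6368 higher and 6045 lower at 72 h (12413, 12303 with the block). From 24 h to 72 h, 2439 genes rose and 2531 fell without TNF (4970, 4830 with the block), against 1079 and 1591 with TNF (2670, 2482 with the block). Between 72 h and 1 week, 537 genes rose and 794 fell (1331, 1239 with the block). With 72 h replicate 3 unpaired in the block, which takes it out of the 72 h mean, 72 h against 24 h gave 3286 genes. For 1 week against 72 h that block gave 617. Leaving this library out with no block gave 3697 and 830, so the lower counts do not test the pairing apart from the loss of a library. All of these counts are from edgeR's test at an adjusted p-value under 0.05. Whether same-numbered libraries deviated together from their group means was checked by the mean correlation across genes, which was 0.271 for 72 h TNF against 24 h TNF, 0.14 for 72 h against NSPs and -0.119 for 24 h TNF against NSPs. For the other comparisons it lay between -0.096 and 0.055. With the scaling of DESeq2, and with RLE normalization in edgeR, more genes were lower than higher in each comparison with NSPs, such as 5264 higher and 5372 lower at 24 h with DESeq2. A log2 fold change of at least 1 as a further condition lowered every count, to 5774 at 24 h against NSPs (3776 higher and 1998 lower) and to 7488 for 72 h TNF against NSPs, for example. A fit of the compared groups alone gave 872 genes in place of 2670 for 72 h TNF against 24 h TNF.

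**Figure D1:**
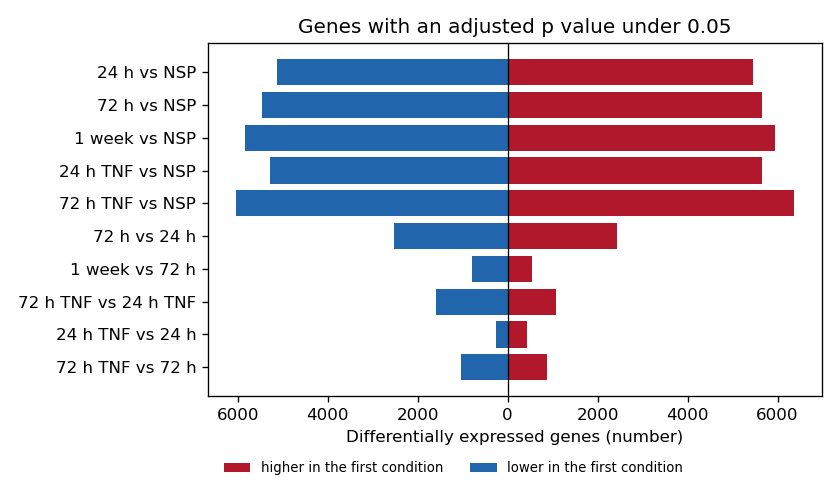
Number of genes with an edgeR adjusted p-value under 0.05 in each of the 10 comparisons, with 3 libraries per condition. Bars to the right count genes higher in the condition named first and bars to the left genes lower in it. The longest bars are those of 72 h TNF against NSPs, with 6368 higher and 6045 lower genes, and the shortest those of 24 h TNF against 24 h, with 438 and 265.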

We identified differentially expressed genes (*p* < 0.05) between different conditions and compared them at 24 and 72 h under normal or inflammatory conditions. 

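Of the 20067 genes tested, 5058 had an unadjusted edgeR p-value under 0.05 and a higher level than in NSPs at 24 h both without and with TNF, and 4840 had a lower level in both (5039 and 4779 with the replicate block). Another 6 genes were higher without TNF and lower with it, and 26 the reverse. With the adjusted p-value in place of the unadjusted one, the shared genes numbered 4502 higher and 4402 lower. The largest shift among the alternatives was given by a log2 fold change of at least 1 as a further condition, with 3275 higher and 1614 lower shared genes.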

Specifically, we detected 4187 overexpressed genes and 4544 down-regulated genes at 24 h compared to undifferentiated NSPs, both with or without TNF. On the other hand, we detected 1005 and 756 genes, respectively, exclusively up- or down-regulated at 24 h under control conditions, while 1227 and 922 genes were correspondingly enhanced or decreased only under TNF treatments. 

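In the counts, 1029 genes were higher and 758 lower at 24 h than in NSPs only without TNF, and 1119 were higher and 899 lower only with TNF, at an unadjusted edgeR p-value under 0.05 (1044, 732, 1093 and 897 with the replicate block). A gene in one of these groups passed the threshold in one comparison and missed it in the other, which does not test the difference between the 2 conditions. Of the 3805 such genes, 329 (8.6%) had an adjusted p-value under 0.05 in edgeR's direct comparison of 24 h TNF with 24 h, and 3462 (91%) changed in the same direction from NSPs in both conditions. Across genes, the log2 fold changes from NSPs without and with TNF had a Pearson correlation of 0.924, where genes are not independent replicates.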

We obtained similar results at 72 h (Figure 3B). 

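At 72 h, 5101 genes were higher and 5124 lower than in NSPs in both conditions at an unadjusted edgeR p-value under 0.05 (5075 and 5096 with the replicate block). Only without TNF, 1045 were higher and 704 lower, and only with TNF, 1651 were higher and 1170 lower (1051, 690, 1639 and 1166 with the block). A further 34 genes were higher without and lower with TNF, and 33 the reverse (30 and 30 with the block). Of the 4570 genes called in 1 of the conditions, 909 (19.9%) had an adjusted p-value under 0.05 in edgeR's comparison of 72 h TNF with 72 h, and 3878 (84.9%) changed in the same direction from NSPs in both.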

Hierarchical gene clustering of the differentially expressed genes during normal differentiation (up- and down-regulated genes, adjusted *p* value < 0.05) revealed five major clusters differentially represented across the specific time points (Figure 3C). 

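The genes with an edgeR adjusted p-value under 0.05 for 24 h against NSPs, 72 h against 24 h or 1 week against 72 h numbered 12747 (12558 with the replicate block). Their mean log2 CPM per condition was scaled to z scores and grouped by Euclidean distance with complete linkage into 5 clusters, numbered here by size and not as in Figure 3C. The clusters held 4060, 3276, 2692, 1565 and 1154 genes. The mean z scores of the first cluster were -1.03 in NSPs, -0.11 at 24 h, 0.65 at 72 h and 0.50 at 1 week. In the same order they were 0.34, 0.78, -0.48 and -0.64 in the second, 1.39, -0.57, -0.55 and -0.27 in the third, -1.23, 0.44, -0.03 and 0.81 in the fourth, and 0.85, -0.54, 0.40 and -0.71 in the fifth. Counted by the condition with the highest mean, 5160 genes (40.5%) peaked in NSPs, 3135 (24.6%) at 24 h, 2108 (16.5%) at 72 h and 2344 (18.4%) at 1 week. The alternative that moved the number of clustered genes most was a log2 fold change of at least 1 as a further condition, with 7199 genes, and it also changed the order, with 2335 (32.4%) at their highest mean at 24 h and 2213 (30.7%) in NSPs.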

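A list of genes for ribosome biogenesis, written by hand before the counts were examined, had 21 members among the clustered genes. Of these, 20 fell in the cluster of 2692 genes with its highest level in NSPs, where 4.4 would be drawn at random from the clustered genes (Fisher's exact test, adjusted p = 6.23e-11 over the lists and clusters). The mean log2 fold change of this list from NSPs was -1.27, with 1 of 23 genes higher (camera adjusted p = 2.15e-09, 3.2e-09 with the replicate block) at 24 h, and -1.08, with 1 of 23 genes higher (camera adjusted p = 3.21e-05, 3.74e-05 with the replicate block) at 72 h. At 1 week it was -0.86, with 1 of 23 genes higher (camera adjusted p = 0.00178, 0.00192 with the replicate block). Of 19 cell cycle genes, 10 fell in the same cluster (4 drawn at random, Fisher's exact test, adjusted p = 0.0435). The other 9 fell in the cluster of 3276 genes with its highest level at 24 h (4.9 drawn at random, Fisher's exact test, adjusted p = 0.262). The mean log2 fold change of the 19 genes from NSPs to 24 h was -3.67, with 0 of 19 genes higher (camera adjusted p = 6.2e-25, 1.74e-24 with the replicate block). Among the alternatives for these list tests, the filter of at least 10 counts in every library lowered the number of tests past the threshold most, from 70 of 143 to 58 of 121.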

Corresponding Gene Ontology (GO) enrichment analyses indicated that proliferating NSPs were mainly associated with cluster 1, largely characterized by terms related to RNA processing. Clusters 2 and 4, largely represented in NSPs and 24 h-differentiated astrocytes, were characterized by processes associated with regulation of cell morphogenesis, motility, and migration. 

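The cluster of 3276 genes with its highest level at 24 h held 8 of 23 clustered members of a hand-written list of cell migration genes, where 5.9 would be drawn at random (Fisher's exact test, adjusted p = 0.824). The mean log2 fold change of the migration list from NSPs to 24 h was 0.41, with 12 of 24 genes higher (camera adjusted p = 0.126, 0.109 with the replicate block), and from 24 h to 72 h it was -0.12, with 10 of 24 genes higher (camera adjusted p = 0.0954, 0.11 with the replicate block). With fry, a rotation test, in place of camera, the adjusted p-values were 0.000129 and 0.0024, and with at least 10 counts in every library they were 0.0334 and 0.0442 in camera. The same cluster held 15 of 20 genes of a list for gliogenesis and myelination, where 5.1 would be drawn at random (Fisher's exact test, adjusted p = 0.000228). That list was lower at 72 h than at 24 h, with a mean log2 fold change of -0.96, with 5 of 23 genes higher (camera adjusted p = 3.7e-05, 2.72e-06 with the replicate block). Most of its called genes had already fallen from NSPs to 24 h, where 3 of 23 were called higher and 12 lower. The median log2 fold change of the list there was -0.7, so the list as a whole did not peak at 24 h.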

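Of 19 clustered genes of a hand-written motile cilium list, 18 fell in the cluster of 4060 genes with its highest level at 72 h, where 6.1 would be drawn at random (Fisher's exact test, adjusted p = 9.28e-07). The mean log2 fold change of the list from NSPs was 1.26, with 16 of 19 genes higher (camera adjusted p = 0.000348, 0.000557 with the replicate block) at 24 h, and 3.29, with 18 of 19 genes higher (camera adjusted p = 6.6e-14, 2.29e-13 with the replicate block) at 72 h. From 24 h to 72 h it was 2.03, with 18 of 19 genes higher (camera adjusted p = 1.06e-18, 2.48e-18 with the replicate block). *Foxj1*, a regulator of motile cilia (ENSMUSG00000034227, chromosome 11, 116330704 to 116335399, reverse strand), rose from 27.8 ± 7.79 CPM in NSPs to 271 ± 49.5 CPM at 72 h, a log2 fold change of 3.28 (standard error 0.22, edgeR adjusted p = 6.29e-10, 3.29e-09 with the replicate block). Against NSPs, 15 genes of the list were called higher and 1 lower at 24 h, and 18 higher and 1 lower at 72 h. The largest fall at 24 h was that of *Hydin*, with at most 3 counts in each 24 h library. It was at least 26-fold lower there than in NSPs (edgeR adjusted p = 2.3e-07, 3.25e-07 with the replicate block). Between 72 h and 1 week the list fell, with a mean log2 fold change of -0.47, with 3 of 19 genes higher (camera adjusted p = 0.00202, 0.00172 with the replicate block), which was not past the threshold with at least 10 counts in every library (-0.30, camera adjusted p = 0.0789).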

Clusters 3 and 5, mostly enriched in differentiating astrocytes at 72 h and 1 week, were characterized by terms linked to cell projection assembly and cilium organization (Figure 3D).

We conducted similar analyses to investigate the effect of TNF treatment at 24 and 72 h. 

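TNF-treated cells at 24 h differed from untreated cells at 24 h in 703 genes at an edgeR adjusted p-value under 0.05, with 438 higher and 265 lower (650 with the replicate block). At 72 h they differed in 1919 genes, with 873 higher and 1046 lower (1814 with the block). With 72 h replicate 3 unpaired in the block, which takes it out of the 72 h mean, 986 genes were called at 72 h. Leaving this library out with no block gave 1050. The mean correlation of the deviations of same-numbered libraries was 0.055 at 24 h and 0.024 at 72 h. The effect of TNF itself differed between 24 h and 72 h, by an interaction term in edgeR, for 92 genes at an adjusted p-value under 0.05, 27 of them with a higher and 65 with a lower log2 effect at 72 h (65 genes with the block, 62 of them shared). The block with 72 h replicate 3 unpaired called the interaction for 24 genes, and leaving this library out with no block for 26. The setting that moved the effects of TNF most was the unadjusted p-value, with 2761 genes at 24 h, 5057 at 72 h and 2018 for the interaction. With each library left out in turn, between 363 and 738 genes were called at 24 h, between 982 and 2849 at 72 h and between 25 and 136 for the interaction.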

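The genes with an edgeR adjusted p-value under 0.05 between TNF-treated and untreated cells at 24 h or at 72 h numbered 2194 (2067 with the replicate block). Grouped by complete linkage on the z scores of their condition means, they formed 4 clusters of 780, 632, 493 and 289 genes, numbered here by size. In the order 24 h, 24 h TNF, 72 h and 72 h TNF, the mean z scores were -0.74, 0.50, -0.68 and 0.92 in the first cluster and -0.27, -0.70, 1.36 and -0.38 in the second. They were 0.87, -0.20, 0.48 and -1.15 in the third and 0.53, 0.75, -1.30 and 0.02 in the fourth. The condition with the highest mean was 72 h for 839 genes (38.2%), 72 h TNF for 563 (25.7%), 24 h TNF for 397 (18.1%) and 24 h for 395 (18%).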

Hierarchical gene clustering of the differentially expressed genes during differentiation under normal and inflammatory conditions (up- and down-regulated genes, adjusted *p* value < 0.05) identified four major clusters differentially represented across the specific settings (Figure 3E). Clusters 1 and 4, characterized by terms associated with response to molecules of bacterial origin and regulation of inflammatory response, were enriched under TNF treatment, at both 24 and 72 h. 

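All 9 clustered genes of a hand-written list of inflammatory NF-kB targets fell in the cluster of 780 genes that was higher with TNF at both times, where 3.2 would be drawn at random (Fisher's exact test, adjusted p = 0.00277), as did all 8 clustered genes of an interferon response list (2.8 drawn at random, adjusted p = 0.00628). The mean log2 fold change of the NF-kB targets with TNF was 2.48, with 11 of 12 genes higher (camera adjusted p = 3.82e-62, 1.7e-60 with the replicate block) at 24 h, and 1.5, with 10 of 12 genes higher (camera adjusted p = 9.21e-20, 3.35e-20 with the replicate block) at 72 h. For the interferon response it was 0.91, with 16 of 19 genes higher (camera adjusted p = 8.57e-10, 1.03e-09 with the replicate block) at 24 h, and 0.66, with 17 of 19 genes higher (camera adjusted p = 0.000148, 0.000169 with the replicate block) at 72 h. *Ccl2*, a chemokine gene (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453, forward strand), had a log2 fold change of 6.75 (standard error 0.43, edgeR adjusted p = 3.5e-08, 7.57e-08 with the replicate block) at 24 h and of 1.53 (standard error 0.34, edgeR adjusted p = 0.00611, 0.00578 with the replicate block) at 72 h. *Ccl2* overlaps another annotated gene.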

On the contrary, cluster 2 described by terms linked to regulation of cell motility and migration, was under-represented under inflammatory conditions. 

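Only 5 genes of the hand-written cell migration list were among the 2194 genes clustered for TNF, with 2, 1, 0 and 2 of them in the 4 clusters in order of size (Fisher's exact test, adjusted p at least 0.504 in each). Over the 24 genes of the list, the mean log2 fold change with TNF was 0.32, with 15 of 24 genes higher (camera adjusted p = 0.0283, 0.0317 with the replicate block) at 24 h, and 0.22, with 13 of 24 genes higher (camera adjusted p = 0.0954, 0.11 with the replicate block) at 72 h. The 72 h value passed the threshold with fry (adjusted p = 0.0201) and with at least 10 counts in every library (0.28, camera adjusted p = 0.0499), in the same direction.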

Notably, we observed that the presence of TNF, especially when comparing conditions at 24 h, decreased cluster 3, related to gliogenesis, glial cell differentiation and development (Figure 3F).

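The hand-written list for gliogenesis and myelination had a mean log2 fold change with TNF of -0.38, with 2 of 23 genes higher (camera adjusted p = 4.27e-05, 5.99e-06 with the replicate block) at 24 h, and -0.02, with 12 of 23 genes higher (camera adjusted p = 0.803, 0.847 with the replicate block) at 72 h. The difference between the times was itself tested by the interaction term, with a mean of 0.37, with 16 of 23 genes higher (camera adjusted p = 0.00344, 0.000951 with the replicate block), which fry placed at an adjusted p of 0.0619. Of the 9 list members among the genes clustered for TNF, 4 fell in the cluster of 493 genes, where 2 would be drawn at random (Fisher's exact test, adjusted p = 0.5), and 2 in the cluster of 632 genes, where 2.6 would be (adjusted p = 1). The mean z scores of both clusters were lower with TNF than without at both times. The clusters of 780 and 289 genes held 0 and 3 members. *Scara5*, a gene outside this list with a large fall at both times (ENSMUSG00000022032, chromosome 14, 65666403 to 65764826, forward strand), had a log2 fold change of -1.65 (standard error 0.24, edgeR adjusted p = 0.00052, 0.00138 with the replicate block) at 24 h and of -4.51 (standard error 0.25, edgeR adjusted p = 2.72e-09, 3.4e-08 with the replicate block) at 72 h.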

Next, we used heat maps to visualize gene expression levels across different time points between normal and inflammatory conditions of specific genes associated with different astrocytic categories. Specifically, we analyzed markers linked to “developing and differentiated astrocytes”, “reactive astrocytes”, “A1-neurotoxic-astrocytes”, and “A2-neuroprotective-astrocytes” taking advantage of different available datasets [28,29,30,31] (Figure S3A–D). 

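Of the 39 genes drawn as developing and differentiated astrocyte markers in Figure S3A, 38 were tested. With TNF at 24 h, 0 were higher and 9 lower at an edgeR adjusted p-value under 0.05 over all genes (1 and 14 when adjusted over the list alone), and 29 of 38 had a lower mean. With TNF at 72 h, 1 was higher and 17 were lower (2 and 24 over the list alone), 32 of 38 had a lower mean, and the log2 fold changes ran from -2.91 to 0.76 with a median of -0.68. From 24 h to 72 h without TNF, 10 of these genes rose and 8 fell (12 and 8 over the list alone). Among the 17 reactive astrocyte markers, 13 were tested. With TNF, 6 were higher and 0 lower at 24 h (8 and 0 over the list alone), with log2 fold changes from -0.43 to 6.57, and 4 were higher and 1 lower at 72 h (5 and 2 over the list alone), from -2.31 to 3.46. The lists are the paper's own selection from these data, so the counts over a list alone say nothing on stability.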

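*Gfap* (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912, reverse strand), which encodes an intermediate filament of astrocytes, measured 27.1 ± 13.7 CPM in NSPs, 899 ± 44.6 at 24 h, 2430 ± 673 at 72 h and 63.4 ± 15.9 at 1 week (SD, n = 3). Its log2 fold change from 24 h to 72 h was 1.44 (standard error 0.55, edgeR adjusted p = 0.0631, 0.0639 with the replicate block), not past the threshold. TNF-treated cells had 489 ± 461 CPM at 72 h, a log2 fold change from untreated cells of -2.31 (standard error 0.56, edgeR adjusted p = 0.0128, 0.0118 with the replicate block), and the call was lost in 3 of 6 fits that each left out 1 library. *Slc14a1* (ENSMUSG00000059336, chromosome 18, 78100091 to 78142119, reverse strand), a urea transporter gene, rose from 2.17 ± 0.0931 CPM at 24 h to 14.3 ± 2.35 at 72 h, a log2 fold change of 2.71 (standard error 0.39, edgeR adjusted p = 5.17e-05, 0.000124 with the replicate block). With TNF at 72 h it was at 2.21 ± 0.978 CPM, a change of -2.68 (standard error 0.38, edgeR adjusted p = 0.000138, 0.000321 with the replicate block), between -3.10 and -2.47 with each library left out. *Gja1* (ENSMUSG00000050953, chromosome 10, 56377330 to 56402513, forward strand), the connexin 43 gene, was at 197 ± 15.6 CPM at 24 h and 539 ± 83.5 at 72 h, a change of 1.45 (standard error 0.55, edgeR adjusted p = 0.0602, 0.0501 with the replicate block). A fit of only the groups compared called the rise of *Gfap* (edgeR adjusted p = 9.32e-05) and of *Gja1* (edgeR adjusted p = 1.11e-05). *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252, reverse strand) went from 0.109 ± 0.188 CPM at 24 h to 9.6 ± 4.57 with TNF, a log2 fold change of 6.57 (standard error 0.82, edgeR adjusted p = 0.000166, 6.5e-05 with the replicate block), while the change at 72 h, 1.05 (edgeR adjusted p = 0.24, 0.305 with the block), was not past the threshold. *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889, reverse strand) rose with TNF by log2 fold changes of 5.97 (standard error 0.63, edgeR adjusted p = 1.31e-05, 2.51e-05 with the replicate block) at 24 h and 2.13 (standard error 0.39, edgeR adjusted p = 0.00129, 0.00168 with the replicate block) at 72 h, to 10.9 ± 4.92 CPM. *Sbno2* (ENSMUSG00000035673, chromosome 10, 80056992 to 80105571, reverse strand) rose by log2 fold changes of 1.21 (standard error 0.24, edgeR adjusted p = 0.00617, 0.0102 with the replicate block) at 24 h, a call lost in 1 of 6 fits that each left out 1 library, and 0.76 (standard error 0.23, edgeR adjusted p = 0.0461, 0.0677 with the replicate block) at 72 h, where it was lost in 5 of 6 such fits. *Cd109* (ENSMUSG00000046186, chromosome 9, 78615546 to 78716253, forward strand) changed by log2 fold changes of 0.86 (standard error 0.24, edgeR adjusted p = 0.0555, 0.0583 with the replicate block) at 24 h and 0.82 (standard error 0.24, edgeR adjusted p = 0.0388, 0.0448 with the replicate block) at 72 h, where it was lost in 4 of 6 such fits. The untreated 24 h libraries held 0, 0 and 0.326 CPM of both *Lcn2* and *Cxcl10*, so the size of their change at 24 h rests on few counts and lay between 5.85 and 10.30 for *Lcn2* and between 5.25 and 9.70 for *Cxcl10* with each library left out. For the effect of time on the TNF response, the interaction term on the log2 scale was -5.52 (standard error 1.05, edgeR adjusted p = 0.0275) for *Lcn2*, -3.84 (standard error 0.82, edgeR adjusted p = 0.0444) for *Cxcl10*, -0.45 (standard error 0.33, edgeR adjusted p = 0.681) for *Sbno2* and -0.05 (standard error 0.34, edgeR adjusted p = 0.971) for *Cd109*. *Icam1* and *Ptx3* had at most 3 and 1 counts in any library, too few to test. *Gfap*, *Cxcl10* and *Cd109* overlap a gene on the other strand in the annotation, which makes their counts uncertain.

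**Figure D2:**
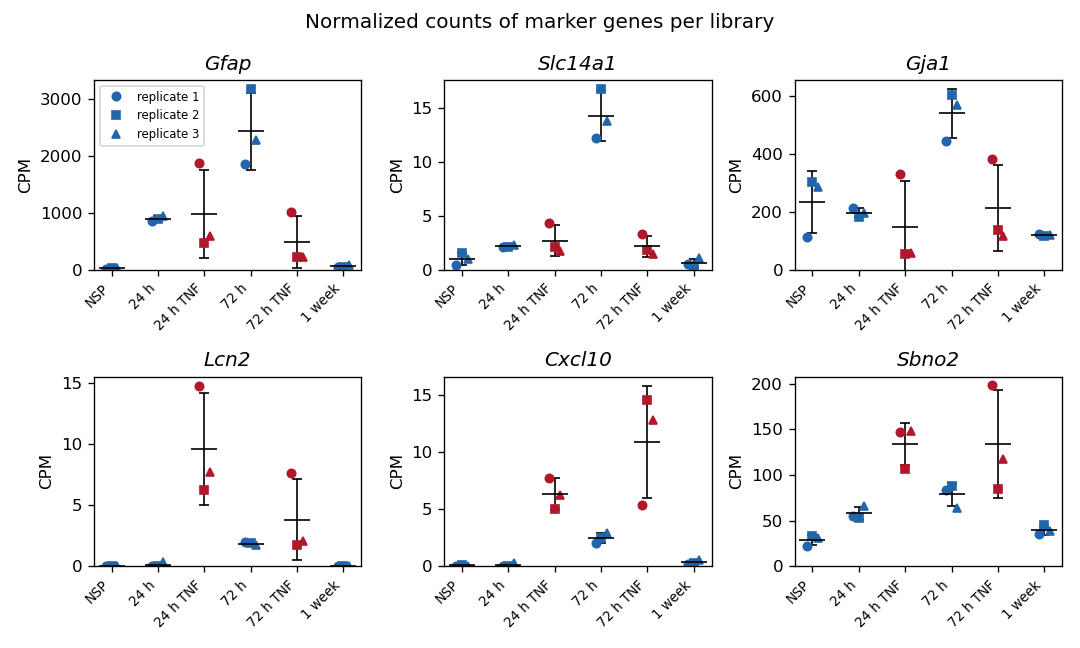
CPM of 6 marker genes in each of the 18 libraries, with the 6 conditions on the horizontal axis, a marker shape per replicate number, TNF-treated cells in red, and the mean and SD as lines. *Gfap* and *Slc14a1* are highest in the 3 untreated 72 h libraries on average, while the TNF-treated libraries of *Gfap* spread widely, with an SD of 777 CPM at 24 h.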

Notably, astrocytic gene markers, including *Gfap*, *Slc14a1*, and *Gja1* were up-regulated at 72 h in the absence of TNF (Figure S3A), while reactive astrocyte marker genes, including *Timp1*, *Lcn2*, *Icam1,* and *Ptx3,* were enhanced under inflammatory conditions, mainly at 24 h or *Sbno2*, *Cxcl10,* and *Cd109* [32,33,34] at 72 h (Figure S3B). Further, we showed that the obtained astrocytic populations express a mixture of A1 and A2 markers, both under normal and inflammatory conditions, although the specific markers differ between the two conditions (Figure S3C,D). 

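Of the 11 A1 markers, 8 were tested. At 72 h without TNF, 4 were higher and 1 lower than in NSPs at an edgeR adjusted p-value under 0.05. TNF raised 2 and lowered 0 at 24 h (3 and 0 when adjusted over the list alone) and raised 1 and lowered 1 at 72 h (1 and 2 over the list alone). Of the 12 A2 markers, 9 were tested, and 4 were higher and 2 lower at 72 h than in NSPs. TNF raised 0 and lowered 0 at 24 h (3 and 0 over the list alone, with 7 of 9 higher in the mean) and raised 2 and lowered 1 at 72 h (3 and 1 over the list alone). Among A1 markers, *H2-D1* (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499, forward strand) rose with TNF by 1.72 (standard error 0.26, edgeR adjusted p = 0.000605, 0.000774 with the replicate block) at 24 h and 1.52 (standard error 0.24, edgeR adjusted p = 0.00039, 0.000452 with the replicate block) at 72 h, *Gbp2* by 2.52 (standard error 0.40, edgeR adjusted p = 0.000991, 0.00218 with the replicate block) at 24 h, and *Ggta1* had a change at 72 h of -2.51 (standard error 0.40, edgeR adjusted p = 0.00042, 0.000945 with the replicate block). Among A2 markers, *Tm4sf1* had a change at 72 h of -1.08 (standard error 0.24, edgeR adjusted p = 0.00616, 0.00621 with the replicate block) and *B3gnt5* rose by 0.61 (standard error 0.19, edgeR adjusted p = 0.049, 0.0652 with the replicate block), a call lost in 4 of 6 fits that each left out 1 library. *H2-D1* and *Gbp2* belong to families of similar genes whose reads the counting could have split, so their levels are uncertain. *Cd14* and *Psmb8* had at most 5 and 6 counts in any library and were not tested. *Gbp2*, *Ggta1* and *Psmb8* overlap another annotated gene.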

Lastly, due to the importance of glycogen and glucose metabolism in astrocytes, we also looked at the expression levels of genes associated with “glycogen activity” and “glucose metabolism” (Figure S3E,F). 

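From NSPs to 24 h, *Ugp2* (ENSMUSG00000001891, chromosome 11, 21321138 to 21371201, reverse strand) changed by a log2 fold change of 0.68 (standard error 0.18, edgeR adjusted p = 0.00398, 0.00689 with the replicate block), *Ppp1r3c* (ENSMUSG00000067279, chromosome 19, 36731731 to 36736653, reverse strand) by -1.05 (standard error 0.22, edgeR adjusted p = 0.00062, 0.00106 with the replicate block), and *Pygb* (ENSMUSG00000033059, chromosome 2, 150786735 to 150831758, forward strand) by 0.45 (standard error 0.21, edgeR adjusted p = 0.0786, 0.0453 with the replicate block). With TNF at 72 h, *Ppp1r3c* fell from 166 ± 32.4 to 78.6 ± 22 CPM, a log2 fold change of -1.08 (standard error 0.22, edgeR adjusted p = 0.00308, 0.00497 with the replicate block). *Pygb* fell from 1050 ± 181 to 567 ± 36.1 CPM, a change of -0.89 (standard error 0.21, edgeR adjusted p = 0.00991, 0.00803 with the replicate block), a call lost in 2 of 6 fits that each left out 1 library, and *Ugp2* changed by -0.56 (standard error 0.18, edgeR adjusted p = 0.0548, 0.0756 with the replicate block). At 24 h, edgeR called the TNF effect on none of *Ppp1r3c* (-0.58, adjusted p = 0.195), *Pygb* (-0.58, adjusted p = 0.168) and *Ugp2* (-0.27, adjusted p = 0.58). Among the glucose metabolism genes at 72 h, *Esr1* (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614, forward strand) was at 9.32 ± 0.389 CPM without and 1.62 ± 0.482 CPM with TNF, a change of -2.52 (standard error 0.24, edgeR adjusted p = 2.71e-06, 7.97e-06 with the replicate block). *Pid1* changed by -1.0 (standard error 0.14, edgeR adjusted p = 0.00015, 0.00022 with the replicate block) and *Lmbrd1* by -0.27 (standard error 0.11, edgeR adjusted p = 0.129, 0.159 with the replicate block). *Upk3b* had at most 3 counts in each TNF-treated library at 72 h and was at least 3.58-fold lower there (edgeR adjusted p = 0.00318, 0.00543 with the block). *Lep* had at most 3 counts in any library and was not tested. *Ugp2* and *Pid1* overlap another annotated gene.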

Along the differentiation process, we detected variable expression levels of genes related to glycogen activity (*Ugp2*, *Pygb*, *Ppp1r3c*) and glucose metabolism (*Lmbrd1*, *Pid1*, *Esr1*, *Upk3b*, *Lep)*, which were modulated under TNF exposure (Figure S3E,F).

Taken together, these results show that genes linked to gliogenesis and glial cell development are down-regulated in the presence of TNF, suggesting that an inflammatory environment alters the physiological astrocytic differentiation, thus affecting critical associated functional activities, including glycogen and glucose metabolic pathways.

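Over a hand-written list of 17 astrocyte genes, the mean log2 fold change with TNF was -0.17, with 6 of 17 genes higher (camera adjusted p = 0.0153, 0.00992 with the replicate block) at 24 h, and -0.56, with 4 of 17 genes higher (camera adjusted p = 0.00178, 0.00148 with the replicate block) at 72 h. With fry in place of camera the 24 h value was not past the threshold (adjusted p = 0.0551). An oligodendrocyte lineage list had a mean of -0.32, with 1 of 12 genes higher (camera adjusted p = 0.0853, 0.0553 with the replicate block) at 24 h, and 0.19, with 7 of 12 genes higher (camera adjusted p = 0.637, 0.618 with the replicate block) at 72 h. From its results with TNF taken together, the paper concludes that genes of gliogenesis and glial development are lowered by TNF. It proposes from this that an inflammatory environment alters normal astrocytic differentiation and, with it, glycogen and glucose metabolism.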

### 3.4. Chromatin Accessibility Profiling Detects Extensive Chromatin Remodeling along the Astrocytic Differentiation Affected by TNF Exposure

To understand further the mechanisms underlying changes in gene expression under normal and inflammatory conditions, we sought to examine the corresponding chromatin accessibility profiles, which affect, at least partly, gene expression depending on their more open or closed states at specific loci. To do this, we performed ATAC-sequencing analyses under the same conditions as the transcriptome studies. A first PCA analysis using differential peaks discriminated the various time points and highlighted differences between treated and untreated samples. Of note, similarly to the PCA analyses of the RNA-seq samples, PC1 seemed to separate samples according to the developmental stage, while PC2 divided them according to stage and treatment (Figure 4A). Next, we conducted our analyses based on differentially accessible peaks in the promoter region nearest to the transcription start site. We identified differentially accessible peaks (*p* < 0.05) up- and down-regulated between different conditions and compared them at 24 and 72 h under normal or inflammatory conditions. Specifically, we detected 545 up-regulated and 9081 down-regulated accessible peaks at 24 h compared to undifferentiated NSPs, both with and without TNF. On the other hand, we detected 102 and 960 accessible peaks, respectively, exclusively up- or down-regulated at 24 h under control conditions, while 297 and 385 accessible peaks were correspondingly enhanced or decreased only under TNF treatments. We found similar proportions at 72 h (Figure 4B). Hierarchical gene clustering of the differentially accessible peaks across the analyzed normal differentiation time points (up- and down-accessible peaks, adjusted *p* value < 0.05) revealed five major clusters differentially represented across the specific time points (Figure 4C). Clusters 1, 3, and 5, mainly associated with proliferating NSPs, were the highest represented in the heatmap, thus indicating that multipotent NSPs have higher chromatin accessibility when compared to differentiated astrocytes (Figure 4C). NSPs were characterized by GO terms related to RNA processing, histone, and covalent chromatin modifications (clusters 1 and 3), synapse organization and axonogenesis (clusters 3 and 5) as well as lipid and monovalent inorganic cation transport (cluster 5). On the other hand, cluster 2, mainly enriched in NSPs and 1 week-differentiated astrocytes, was represented by GO terms related to response to chemical stress and external stimulus. Lastly, cluster 4, mostly enhanced in late-stage astrocytes, showed terms linked to lipid localization and transport (Figure 4D).

Under inflammatory conditions, we detected increased chromatin accessibility in TNF-treated cells when compared to untreated cells. More precisely, following TNF treatment, prevalent clusters 1, 2, and 3 were accessible at both 24 and 72 h (Figure 4E). Enrichment analysis of these clusters specifically showed involvement of the NF-κB signaling pathway (cluster 2), results that are in agreement with the RNA-seq data. Cluster 4, which was under-represented under inflammatory conditions, was associated with GO terms related to cell junction assembly, while cluster 5, mainly enriched in 24 h-differentiated astrocytes, was linked to regulation of developmental growth (Figure 4F). Lastly, we used volcano plots to analyze differentially accessible peaks across time points between normal and inflammatory conditions. Here, a comparison between TNF-treated and -untreated samples showed a skewed distribution towards peaks that were more open under inflammatory conditions, both at 24 and 72 h (Figure S3G).

Overall, we observed significant changes in chromatin accessibility upon astrocytic differentiation compared to undifferentiated cells, with genes associated, for example, with lipid localization and transport displaying increased accessible peaks in their promoter region. Upon TNF treatment, we detected a strong shift towards enhanced chromatin accessibility compared to normal conditions, with several gene clusters related to inflammation.

### 3.5. Transcription Factor Binding Analyses Uncover Dynamic Footprints Associated with Astrocyte Specification and Maturation under Normal and Inflammatory Conditions

Next, we investigated changes in the relative numbers of a given motif across accessible chromatin regions by footprint analyses using HINT-ATAC [25] to detect possible transcription factors (TFs) associated with astrocyte specification and maturation with or without TNF treatment.

We first analyzed differences in the number of TF binding motifs between NSPs and differentiating astrocytes at 24 and 72 h under normal conditions. At 24 h, we detected an enriched activity score for *Atoh1*, *Dlx1*, *Rarg,* and *Arid3a* with a concomitant decreased score for *Dmbx1* and *Tcf21* TFs when compared to NSPs (Figure 5A). Similar analyses conducted at 72 h showed increased activity score for *Hoxd8*, *Lhx3*, *Rarb*, *Rarg,* and *Dlx1*, together with a decreased score for *Hes1*, *Tcf21,* and *Tcfl5* TFs compared to NSPs (Figure 5B). Hence, based on these analyses, ATOH1 and ARID3A may represent TFs associated with astrocytic specification (24 h), HOXD8, LHX3, and RARB may represent TFs linked to astrocyte maturation (72 h), and DLX1 and RARG are likely TFs linked to both processes (Figure 5A,B).

By conducting similar analyses under inflammatory conditions, we detected at 24 h increased activity score for *Nfe2l2 (Nrf2)* and a decreased score for *Dmbx1*, *Arid3a*, *Arid3b,* and *Atoh1* TFs when comparing to normal conditions (Figure 5C). Lastly, at 72 h, *Atoh1* and *Rarg* TFs showed an enhanced score by comparing TNF-treated versus untreated cells, while the score for *Tcf21* and *Dmbx1* was decreased (Figure 5D). Due to the importance of *Nfe2l2 (Nrf2)* in regulating inflammatory responses, mainly by inducing the expression of antioxidants and cytoprotective genes, we analyzed its binding motifs across accessible chromatin regions at the genome-wide level. We detected enriched footprints across the whole genome in TNF-treated cells at 24 h (Figure 5E), thus suggesting that NRF2 may represent a master TF driving the astrocytic differentiation in the presence of TNF.

### 3.6. Transcriptional and Chromatin Accessibility States Positively Correlate at Specific NSC and Astrocytic Gene Loci

Next, we sought to study the correlation between transcriptional and chromatin accessibility states at the genome-wide level to explore to which extent the chromatin states are linked to the transcriptional activities at specific gene loci. For this, we took advantage of our RNA-seq and ATAC-seq data to conduct correlation analyses between gene expression levels and their chromatin accessibility states at 24 h. We used scatterplots to show the number of genes differentially expressed and exhibiting differentially accessible peaks at their promoter regions under normal (Figure 6A) and inflammatory (Figure 6B) conditions. By using Pearson’s correlation analysis for log-fold change in gene expression and accessibility, we identified similar correlation coefficients (normal: R = 0.38; inflammation: R = 0.51) to those detected in analogous studies comparing RNA-seq and ATAC-seq datasets (Ackermann et al., 2016, Starks et al., 2019). In a second step, we conducted a targeted correlation analysis at specific NSC, resting and reactive astrocytic gene loci [28,29,30,31]. Here, we calculated at 24 h a higher correlation score (R = 0.64) compared to genome-wide levels. 

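At 24 h against NSPs, 8 of the 18 genes drawn for normal differentiation in Figure 6C were higher and 10 lower at an edgeR adjusted p-value under 0.05. The paper's legend describes the marked genes as differentially expressed in these same libraries, so this count is no independent support. *Ccnb1* (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570, reverse strand), the cyclin B1 gene, fell from 184 ± 55.3 to 6.68 ± 1.19 CPM, a log2 fold change of -4.77 (standard error 0.36, edgeR adjusted p = 6.53e-09, 5.02e-08 with the replicate block). *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361, reverse strand) fell from 474 ± 18.2 to 41.1 ± 3.03 CPM, a change of -3.53 (standard error 0.42, edgeR adjusted p = 1.81e-06, 5.94e-06 with the replicate block). *Egr1* (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984, forward strand) fell from 24.9 ± 12.6 to 6.93 ± 2.95 CPM, a change of -1.86 (standard error 0.58, edgeR adjusted p = 0.0119, 0.00821 with the replicate block), a call lost in 2 of 6 fits that each left out 1 library. *Gfap* rose by 5.05 (standard error 0.64, edgeR adjusted p = 3.89e-06, 9.72e-06 with the replicate block). *Gpld1* (ENSMUSG00000021340, chromosome 13, 24943152 to 24992501, forward strand) rose from 6.19 ± 2.19 to 13.3 ± 1.02 CPM, by 1.09 (standard error 0.20, edgeR adjusted p = 0.000197, 0.000178 with the replicate block). *Clcf1* (ENSMUSG00000040663, chromosome 19, 4214238 to 4223490, forward strand) had at most 3 counts in each NSP library and was at least 1.69-fold higher at 24 h (edgeR adjusted p = 0.000667, 0.000539 with the replicate block). These values are gene expression only. Accessibility was not analysed here. *Mki67*, *Gfap*, *Gpld1* and *Clcf1* overlap another annotated gene.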

Under normal conditions, we showed that specific NSC (e.g., *Ccnb1*, *Mki67*, *Egr1*) or astrocytic (e.g., *Gfap*, *Gpld1*, *Clcf1*) markers exhibited, respectively, decreased or increased gene expression levels and accessibility (Figure 6C). Under TNF exposure, we detected enhanced gene expression levels and accessibility for reactive astrocyte markers (e.g., *Lcn2*, *Cxcl10*, *Osmr*, *Sbno2*) (Figure 6D). 

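All 7 genes drawn for TNF exposure in Figure 6D had an edgeR adjusted p-value under 0.05 between TNF-treated and untreated cells at 24 h, 6 of them higher and 1 lower. The paper's legend describes the marked genes as differentially expressed in these same libraries, so this count is no independent support. *Osmr*, the oncostatin M receptor gene (ENSMUSG00000022146, chromosome 15, 6813577 to 6874969, reverse strand), rose from 9.81 ± 0.613 to 40.3 ± 20.5 CPM at 24 h, a log2 fold change of 2.04 (standard error 0.30, edgeR adjusted p = 0.000453, 0.000515 with the replicate block). At 72 h its change was 0.83 (standard error 0.28, edgeR adjusted p = 0.0656, 0.0652 with the replicate block), and the interaction of TNF and time, -1.21 (standard error 0.40, edgeR adjusted p = 0.257), did not show that the effects at the 2 times differ. The gene that fell was *Kcnj10* (ENSMUSG00000044708, chromosome 1, 172341210 to 172374085, forward strand), with a change of -1.07 (standard error 0.27, edgeR adjusted p = 0.0348, 0.028 with the replicate block), a call lost in 4 of 6 fits that each left out 1 library.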

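*Nfkbia* (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647, reverse strand), which encodes an inhibitor of NF-kB, rose with TNF from 27.5 ± 3.15 to 149 ± 13.1 CPM at 24 h (SD, n = 3), a log2 fold change of 2.44 (standard error 0.17, edgeR adjusted p = 6.87e-08, 1.33e-07 with the replicate block). At 72 h it rose from 22 ± 5.41 to 154 ± 6.29 CPM, by 2.80 (standard error 0.17, edgeR adjusted p = 1.2e-08, 3.4e-08 with the replicate block). With each library left out in turn, the log2 fold change lay between 2.34 and 2.50 at 24 h. NSPs had 24.5 ± 4.68 CPM and cells at 1 week 21.9 ± 2.19 CPM.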

Interestingly, *Nfkbia*, a pan-inflammatory marker, exhibited both enhanced gene expression levels and accessibility states (Figure 6D).

Taken together, these results indicate that at specific NSC and astrocytic gene loci, gene expression levels are associated with chromatin accessibility states, thus indicating a close link between chromatin remodeling and gene expression at lineage-specific gene loci.

### 3.7. Inference of Gene Regulatory Networks Enables the Identification of Key Transcription Factor Bindig Motifs Associated with Astrocytic Differentiation under Physiological and Inflammatory Conditions

To systematically identify regulators of astrocytic differentiation under physiological and inflammatory conditions, we reconstructed the corresponding gene regulatory network (GRN) for each analyzed time-point. The GRN after 24 h of physiological differentiation was represented by 262 interactions between 96 TFs, which, based on the topological analysis, include *Esr1*, *Nr3c1*, *Foxa1*, *Gata2*, *Stat5a*, *Fosl2*, *Stat1*, *Nfia,* and *Arid5b* (Figure 7A). 

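From NSPs to 24 h, *Esr1* changed by a log2 fold change of 4.24 (standard error 0.33, edgeR adjusted p = 1.2e-08, 5.59e-08 with the replicate block). *Gata2* changed by 2.63 (standard error 0.38, edgeR adjusted p = 1.94e-05, 1.99e-05 with the replicate block), *Stat5a* by 2.22 (standard error 0.25, edgeR adjusted p = 9.07e-07, 3.09e-06 with the replicate block), *Foxa1* by 2.03 (standard error 0.59, edgeR adjusted p = 0.00776, 0.00569 with the replicate block), *Fosl2* by 1.55 (standard error 0.14, edgeR adjusted p = 5.5e-08, 2.23e-07 with the replicate block) and *Arid5b* by 1.36 (standard error 0.19, edgeR adjusted p = 1.44e-05, 3.56e-05 with the replicate block). Expression was measured here, not the network's interactions. The paper pruned each of its networks with differential expression from the preceding time point in these data. Such changes of network genes are therefore no independent support. *Stat5a* overlaps another annotated gene.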

Corresponding GO analyses highlighted terms associated to developmental processes, including “regulation of developmental process”, “tissue development”, and “regulation of cell differentiation” (Figure S4A). At 72 h, when compared to 24 h, the GRN consisted of 91 interactions between 46 TFs, thus reflecting a lineage-committed network made up of less than half the TFs when compared to earlier stages (Figure 7B). 

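The 9 transcription factor genes checked for the 72 h network were all higher at 72 h than at 24 h without TNF at an edgeR adjusted p-value under 0.05, with log2 fold changes from 0.39 to 1.70 and a median of 0.71. The paper pruned this network with differential expression from 24 h in the same data, so this count is no independent support. *Cebpb* rose by 1.70 (standard error 0.32, edgeR adjusted p = 0.000609, 0.000355 with the replicate block), *Myc* by 1.38 (standard error 0.22, edgeR adjusted p = 0.000127, 8.48e-05 with the replicate block), *Rarg* by 1.11 (standard error 0.29, edgeR adjusted p = 0.0087, 0.00718 with the replicate block), *Rxra* by 0.59 (standard error 0.13, edgeR adjusted p = 0.00306, 0.00485 with the replicate block), *Rbpj* by 0.55 (standard error 0.12, edgeR adjusted p = 0.00198, 0.00245 with the replicate block) and *Smad3* by 0.39 (standard error 0.11, edgeR adjusted p = 0.0153, 0.0226 with the replicate block). The calls of *Rarg* and *Smad3* were each lost in 1 of 6 fits that each left out 1 library. *Cebpb* and *Rbpj* overlap another annotated gene.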

The top regulatory hubs include *Rxra*, *Rarg*, *Cebpb*, *Myc*, *Smad3*, *Rbpj,* and *Esr1*. Subsequent GO analyses showed enriched terms related to cell responses and communication, such as “cellular response to stimulus”, “signaling”, and “signal transduction” (Figure S4B), thus indicating that at earlier stages, differentiated cells went through the developmental process (astrocyte specification) and later acquired their functional astrocytic properties (astrocyte maturation). Interestingly, 10 TFs were shared between the two GRNs (Figure S4C). Out of these, we identified *Esr1* and *Foxp1* as regulatory hubs at both time points.

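*Esr1* rose from 0.207 ± 0.134 CPM in NSPs to 4.16 ± 0.3 at 24 h, and again from 24 h to 72 h, by a log2 fold change of 1.17 (standard error 0.23, edgeR adjusted p = 0.000852, 0.00132 with the replicate block). *Foxp1* (ENSMUSG00000030067, chromosome 6, 98925338 to 99522721, reverse strand) changed by 0.97 (standard error 0.17, edgeR adjusted p = 0.000102, 0.000235 with the replicate block) from NSPs to 24 h and by 0.71 (standard error 0.16, edgeR adjusted p = 0.00322, 0.00572 with the replicate block) from 24 h to 72 h. *Foxp1* overlaps another annotated gene.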

Similarly, we reconstructed GRNs under inflammatory conditions. Following a 24-h differentiation, the GRN consists of 107 TFs and 393 interactions (Figure 8A). 

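In TNF-treated cells at 24 h against NSPs, *Runx1* changed by a log2 fold change of 2.23 (standard error 0.41, edgeR adjusted p = 0.000192, 0.000337 with the replicate block) and *Stat3* by 0.45 (standard error 0.12, edgeR adjusted p = 0.00463, 0.00483 with the replicate block). Against untreated cells at 24 h, *Relb* rose by 2.52 (standard error 0.23, edgeR adjusted p = 2.58e-06, 1.21e-05 with the replicate block), *Nfkb2* by 1.15 (standard error 0.17, edgeR adjusted p = 0.000408, 0.000785 with the replicate block) and *Smad3* by 0.73 (standard error 0.11, edgeR adjusted p = 0.000747, 0.00187 with the replicate block). *Nfkb1* rose by 0.43 (standard error 0.10, edgeR adjusted p = 0.0201, 0.0341 with the replicate block), a call lost in 4 of 6 fits that each left out 1 library. *Stat3* (0.24, edgeR adjusted p = 0.42), *Runx1* (1.39, edgeR adjusted p = 0.0587) and *Atf3* (0.89, edgeR adjusted p = 0.213) were not called. *Runx1*, *Stat3*, *Nfkb2*, *Nfkb1* and *Atf3* overlap another annotated gene.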

We identified *Stat3*, *Smad3*, *Nfkb1*, *Runx1*, *Ar*, *Cebpb*, *Relb*, *Nfkb2,* and *Atf3* as regulatory hubs. Out of these TFs, 75 of them, such as *Esr1*, *Nr3c1*, *Gata2*, *Stat5a*, *Fosl2*, *Sat1*, *Junb*, *Mef2c*, *Arid5b*, *Mef2a,* and *Foxo3*, were shared with the corresponding GRN under normal conditions (Figure S5A), suggesting that the developmental process and the inflammatory response overlap during the acquisition of the astrocytic phenotype. 

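In TNF-treated cells at 24 h against NSPs, *Junb* changed by a log2 fold change of 3.97 (standard error 0.36, edgeR adjusted p = 6.33e-08, 3.57e-07 with the replicate block), *Fosl2* by 2.83 (standard error 0.14, edgeR adjusted p = 5.03e-11, 5.98e-10 with the replicate block), *Esr1* by 3.27 (standard error 0.35, edgeR adjusted p = 5.33e-07, 1.61e-06 with the replicate block) and *Nr3c1* by 0.48 (standard error 0.15, edgeR adjusted p = 0.00993, 0.00947 with the replicate block), the last a call lost in 1 of 6 fits that each left out 1 library. *Gata2* changed by 1.22 (standard error 0.41, edgeR adjusted p = 0.0176, 0.0164 with the replicate block), a call lost in 3 of 6 such fits. *Junb* overlaps another annotated gene.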

GO analyses of the TFs underlying the GRN at 24 h under inflammatory conditions strengthen this observation, with terms associated to both developmental processes, such as “regulation of developmental process”, and inflammatory responses, including “immune system process”, being highly represented (Figure S5B). Lastly, following a 72-h differentiation under TNF treatment, the GRN is composed of 18 interactions between 15 TFs, including *Rxra*, *Myc*, *Stat5b,* and *Rorc* (Figure 8B). 

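From 24 h to 72 h with TNF, *Rxra* rose by a log2 fold change of 0.58 (standard error 0.13, edgeR adjusted p = 0.00793, 0.0122 with the replicate block), *Myc* by 0.80 (standard error 0.21, edgeR adjusted p = 0.016, 0.0112 with the replicate block) and *Stat5b* by 0.41 (standard error 0.13, edgeR adjusted p = 0.0354, 0.0489 with the replicate block), the last a call lost in 4 of 6 fits that each left out 1 library and that of *Myc* in 2. *Zbtb7a* was called without the replicate block (edgeR adjusted p = 0.044) and not with it (0.0632), and the call was lost in 4 of 6 such fits. A fit of only the 2 groups compared called none of *Rxra*, *Myc* and *Stat5b* (edgeR adjusted p = 0.0582, 0.0517 and 0.151).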

Corresponding GO analyses identified “response to chemical”, “response to hormone” and “response to lipid” as main enriched terms (Figure S5C). Among the resultant TFs, 12 of them, including *Rxra*, *Rarg*, *Stat5b,* and *Myc*, were in common with the corresponding network under physiological conditions, while 3 TFs (*Thrb*, *Zfp217*, *Zbtb37*) were unique to the inflammatory condition (Figure S5D).

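*Thrb* rose from 24 h to 72 h with TNF by a log2 fold change of 0.49 (standard error 0.14, edgeR adjusted p = 0.0274, 0.0392 with the replicate block), a call lost in 4 of 6 fits that each left out 1 library, *Zfp217* by 0.53 (standard error 0.12, edgeR adjusted p = 0.00777, 0.0134 with the replicate block) and *Zbtb37* by 0.37 (standard error 0.12, edgeR adjusted p = 0.0505, 0.0591 with the replicate block). Against untreated cells at 72 h, TNF changed *Zfp217* by 0.70 (standard error 0.12, edgeR adjusted p = 0.00105, 0.00233 with the replicate block), *Thrb* by -0.36 (standard error 0.14, edgeR adjusted p = 0.116, 0.135 with the replicate block) and *Zbtb37* by 0.36 (standard error 0.12, edgeR adjusted p = 0.0655, 0.072 with the replicate block). *Thrb* and *Zbtb37* overlap another annotated gene.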

Taken together, reconstructed GRNs enabled the identification of regulatory hub TFs playing critical roles along the differentiation of astrocytes in the presence or absence of TNF. These analyses allowed establishing the effect of an inflammatory environment along the astrocytic development, indicating that it affects the underlying transcriptional signatures skewing astrocytes towards a discrete astrocytic phenotype when compared to physiological settings.

## 4. Discussion

Astrogliogenesis depends on both extracellular cues and intrinsic dynamic changes of the epigenome. Perturbations during astrocytic development may result in neurological diseases, including neurodevelopmental disorders, such as Rett and fragile X syndromes [35] or Down syndrome and autism spectrum disorders [36]. In recent years, computational approaches to study astrocytes and their development using next-generation sequencing technologies have enabled a better understanding of their phenotypic and functional role in the CNS [37,38]. Further, the generation of novel in vitro models, such as astrocytes derived from induced pluripotent stem cells, has opened up a new area for studying neurological diseases in vitro. However, as the brain hosts a range of astrocyte populations, it is critical to develop standardized protocols for the in vitro generation of astrocytes with defined maturity states and phenotypic properties [39].

### 4.1. In Vitro Model Characterization

In this context, our in vitro NSP differentiation mouse model enabled us to conduct kinetic analyses along the process of astrocytic differentiation. In this model, under specific culture conditions, NSCs retain their multipotential properties, thus being able to give rise to neurons, astrocytes, and oligodendrocytes. For our experiments, we differentiated NSPs into astrocytic populations by cultivating them in the presence of serum, as previously described [21]. In these conditions, we detected the highest *Gfap* expression levels at 48 and 72 h, whereas its expression decreased after 1 week. This *Gfap* expression pattern is supported by previous in vivo studies, documenting that although GFAP is a reliable marker of reactive astrocytes, it is only variably detectable in mature astrocytes of the healthy mouse central nervous system [40]. Intriguingly, although GFAP is a reliable marker for reactive astrocytes, within our model we investigated the effect of inflammation in a different context than in mature astrocytes, as we treated NSCs with TNF and analyzed the resulting astrocytic phenotype. From our results, it appears that TNF dampens the expression of GFAP in differentiating astrocytes. This observation might be explained by various molecular insights as described below.

### 4.2. Targeted Gene Expression and Genome-Wide Transcriptional Analyses

We have previously shown that TNF is a key regulator of astrocytic reprogramming into neural progenitor-like cells [41]. In addition, TNF treatment of in vitro differentiated murine astrocytes resulted in modifications of their histone chromatin profile at the promoters of genes related to cell cycle, stemness or neuronal fate, thus indicating that inflammatory events intervene in such regulatory pathways [27]. In the present study, RNA-seq analyses showed major gene expression changes along the physiological process of astrocytic differentiation, which is modulated by TNF, suggesting the establishment of discrete astrocytic populations between normal and inflammatory conditions. More specifically, TNF-treated NSC-derived astrocytes exhibited significantly increased expression levels of classical reactive astrocytic marker genes, including *Timp1*, *Lcn2*, *Icam1,* and *Ptx3*, but not *Gfap*, which is the classic indicator of astrogliogenesis. 

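At 24 h, *Gfap* measured 977 ± 777 CPM with TNF, a log2 fold change of 0.12 (standard error 0.54, edgeR adjusted p = 0.959, 0.993 with the replicate block) from untreated cells, and its sign varied from -0.78 to 0.45 with each library left out. *Timp1* (ENSMUSG00000001131, chromosome X, 20870166 to 20874735, forward strand) was at 0.867 ± 0.269 CPM without and 0.797 ± 0.386 CPM with TNF at 24 h, a change of -0.07 (standard error 0.52, edgeR adjusted p = 0.977, 0.976 with the replicate block). At 72 h it was at 0.169 ± 0.0694 and 0.384 ± 0.303 CPM, a change of 1.18 (standard error 0.73, edgeR adjusted p = 0.33, 0.364 with the replicate block). *Timp1* overlaps *Syn1* on the other strand, and its counts are low and uncertain.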

In line with these observations, reactive astrocytes in inflammatory environments display increased expression levels of various proteins that are absent or weakly expressed in resting states. Among those proteins, LCN2 and TIMP1 are highly up-regulated in reactive astrocytes, with LCN2 considered as a marker of astrogliosis [28]. ICAM-1 is aberrantly expressed by astrocytes in CNS pathologies, such as multiple sclerosis, experimental allergic encephalomyelitis and Alzheimer’s disease, suggesting a possible role for ICAM-1 in these disorders [42]. Lastly, *Ptx3* is considered as a marker of A2 reactive astrocytes [29,43]. Hence, TNF-treated NSC-derived astrocytes express markers of both A1 and A2 reactive types, either representing a distinct type of astrocytes that do not exclusively relate to the described dichotomous distribution or signifying a hybrid population.

Notably, the loss of normal astrocytic functions and not only reactivity contributes to the early pathologic events of neurological diseases, as described for example in multiple sclerosis [44,45]. In this context, we sought to examine genes associated with important astrocytic functions, including glucose import from blood, the primary energy source for generating ATP in the brain, and the metabolism of glycogen, which represents an important energy reserve synthesized from glucose in astrocytes [46]. Indeed, astrocytes represent an exclusive reserve of glycogen in the brain to produce lactate as an energy source transported to active neurons [47,48,49,50]. Thus, the detection of decreased expression levels of genes associated with glucose and glycogen metabolism under TNF exposure suggests an impairment of key functional activities when NSCs differentiate into astrocytes under inflammatory conditions. 

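Of the 3 glycogen genes of Figure S3E, TNF lowered 0 at 24 h and 2 at 72 h at an edgeR adjusted p-value under 0.05 (2 and 3 when adjusted over the list alone), and all 3 had a lower mean at both times, from -0.58 to -0.27 on the log2 scale at 24 h and from -1.08 to -0.56 at 72 h. Of the 16 glucose metabolism genes of Figure S3F, 13 were tested. At 24 h TNF raised 0 and lowered 1, with 10 of 13 lower in the mean, and at 72 h it raised 1 and lowered 3 (1 and 5 over the list alone), with 9 of 13 lower in the mean.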

Of note, we have previously demonstrated that TNF treatment of primary mature astrocytes induces the decrease of genes related to glycogen metabolism. Specifically, the expression levels of glycogen phosphorylase and protein targeting to glycogen were strongly down-regulated following TNF exposure [41].

### 4.3. Genome-Wide Chromatin Accessibility Profiling

The ATAC-seq method enabled us to analyze the accessible chromatin landscape of differentiating astrocytes and the extent of its modifications upon inflammation, while providing insights into gene transcription complexity. We observed a general decrease of chromatin accessibility along NSC differentiation into astrocytes, thus suggesting a more lineage-restricted profile. However, upon TNF treatment, chromatin accessibility at the promoter region of specific NSC, astrocytic, and inflammatory markers was up-regulated, indicating that inflammation-induced astrocytes may retain some stemness vestige. The next step would be to identify which epigenetic mechanisms, such as DNA methylation or histone modifications, may be linked to the transcriptional and chromatin accessibility alterations that we identified either in the physiologic differentiating astrocytes or under inflammatory conditions. Intriguingly, a recent study showed that aberrant transcription in gliomas does not result from DNA methylation mechanisms, but rather from DNA methylation-independent modifications [51].

### 4.4. Footprint Analyses

Footprint analyses identified, among several modulated TF binding motifs across accessible chromatin regions, decreased levels of the downstream effector of the Notch pathway, HES1, when comparing differentiated astrocytes at 72 h with NSCs. Since HES1 is involved in the repression of pro-neural gene expression and maintenance of NSCs [52,53,54], decreased levels of its binding motifs at later time points are in line with a lineage-restricted fate of differentiated astrocytes when compared to NSCs. Further, we detected increased levels of NRF2 binding motifs across accessible chromatin regions at 24 h under inflammatory conditions. NRF2 is a master regulator of stress-induced antioxidant response inducing the expression of antioxidants and cytoprotective genes [55]. In the brain, NRF2 is involved in astrocytic neuroprotective pathways via their interactions with neurons [55,56]. Interestingly, in our dataset, the NRF2 target gene *Cebpb* [57] was both upregulated and accessible in the presence of TNF. 

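*Cebpb* (ENSMUSG00000056501, chromosome 2, 167688915 to 167690418, forward strand) rose with TNF from 1.54 ± 0.219 to 4.61 ± 1.36 CPM at 24 h, a log2 fold change of 1.58 (standard error 0.32, edgeR adjusted p = 0.00727, 0.00546 with the replicate block), between 1.29 and 1.72 with each library left out. At 72 h the levels were 5.02 ± 0.333 and 5.48 ± 2.09 CPM, a change of 0.13 (standard error 0.28, edgeR adjusted p = 0.819, 0.904 with the replicate block). The interaction of TNF and time was -1.45 (standard error 0.43, edgeR adjusted p = 0.181), which does not show a difference between the times. A hand-written list of NRF2 targets had a mean log2 fold change with TNF of 0.46, with 15 of 18 genes higher (camera adjusted p = 0.00184, 0.000951 with the replicate block) at 24 h, and 0.17, with 12 of 18 genes higher (camera adjusted p = 0.326, 0.314 with the replicate block) at 72 h. With fry the 24 h value was not past the threshold (adjusted p = 0.0909). *Cebpb* overlaps *Tmem189* on the other strand, which makes its counts uncertain.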

Taken together, our results point towards NRF2 as a key TF counterbalancing inflammation and triggering self-protection in differentiating astrocytes exposed to TNF.

### 4.5. RNA-seq & ATAC-seq Correlation Analyses

Our correlation analyses are consistent with previous correlation studies addressing gene expression and chromatin accessibility, thus providing further support to our data [58]. Notably, correlation levels were enhanced when looking at NSC, astrocytic, and inflammatory markers. Further, our chromatin accessibility and gene expression analyses resulted in similar biological processes and pathways, thus indicating concordant modules of regulation at these molecular levels.

### 4.6. Reconstructed Gene Regulatory Networks

GRNs inferred from our transcriptional analyses enabled the identification of TFs underlying the astrocytic differentiation under physiological and inflammatory conditions. Different pathways are known to be sequentially involved in the astrocytic differentiation process, with the Notch, STAT3, and BMP signaling pathways being the most important ones implicated in this process [59]. At 24 h of differentiation under normal conditions, the RNA of several TFs related to these pathways were highly represented in the GRN. These results validate once again the relevance of our in vitro model, which is often described in the literature as very different from the differentiation processes obtained in vivo [60]. Indeed, under our established differentiation conditions in the absence of growth factors and mitogen cocktails found in other studies [60,61], we obtained an efficient and reproducible process of astrocytic differentiation. Among the key detected regulators, *Esr1*, *Nr3c1*, *Foxp1*, *Runx2,* and *Nfia* appear particularly interesting. 

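From NSPs to 24 h, *Runx2* (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797, reverse strand) rose by a log2 fold change of 1.93 (standard error 0.30, edgeR adjusted p = 3.82e-05, 8.82e-05 with the replicate block), *Nfia* (ENSMUSG00000028565, chromosome 4, 97772734 to 98118874, forward strand) by 1.20 (standard error 0.31, edgeR adjusted p = 0.00329, 0.00188 with the replicate block) and *Nr3c1* (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421, reverse strand) by 0.58 (standard error 0.15, edgeR adjusted p = 0.003, 0.00252 with the replicate block). *Runx2* and *Nfia* overlap another annotated gene.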

For example, *Esr1*-dependent signaling in astrocytes is involved in the regulation of several important pathways, such as PI3K-AKT, ERK, and JAK-STAT, and plays a crucial role in their metabolic control of providing nutrients to the neurons [62,63]. *Nr3c1*, also known as glucocorticoid receptor, is an important component of the metabolic functions of astrocytes and is required for memory formation [64]. NSCs express *Foxp1* promoting their maintenance and renewal [65], and is required for differentiation towards astrocytes [66]. *Runx2* promotes maturation-associated transcriptional changes in astrocytic cell culture models [61]. Lastly, *Nfia* contributes to the gliogenic switch enabling rapid derivation of functional human astrocytes from pluripotent stem cells [67]. Its expression is required for the maintenance of the astrocytic morphological complexity and its deficiency compromises the astrocyte–neuron communication [68]. Notably, most of the detected TFs show reduced chromatin accessibility after 24 h of differentiation, thus suggesting that they are implicated in the first step of differentiation, but not in the astrocytic maturation. The TFs identified at 72 h relate to the maturation and development of astrocytic functions. Compared to earlier time points, the network is less complex, characterized by the reduction of the number of TFs composing the GRN with a robust representation of TFs related to retinoic acid (RA). In astrocytes, GFAP expression induced by RA is mediated by the activation of RA receptor alpha (Rara), which downstream activates the PI3K pathway and binds to the STAT3-p300/CBP-SMAD complex [69]. The PI3K-AKT pathway also plays crucial roles in plasmalemmal glutamate transport [70] and synthesis of neuroprotective RANTES in astrocytes [71]. The presence of *Sox2* in the network reflects a certain degree of immaturity still at 72 h of differentiation. 

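*Sox2* (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461, forward strand) was at 331 ± 72.4 CPM in NSPs, 209 ± 14 at 24 h and 312 ± 53.4 at 72 h. From 24 h to 72 h it rose by a log2 fold change of 0.58 (standard error 0.17, edgeR adjusted p = 0.0151, 0.0236 with the replicate block), a call lost in 3 of 6 fits that each left out 1 library. It lies within *Sox2ot*, so its counts are uncertain.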

In fact, SOX2 acts upstream the Notch pathway to maintain cell proliferation potential, and its expression in the brain is restricted to neural stem and progenitor cells, glial precursors and proliferating astrocytes [72]. This observation is corroborated by the presence in the GRN of the effector of the Notch pathway, *Rbpj*, whose reduced accessibility suggests that the Notch pathway has lost part of its activity. Interestingly, reduction of Notch signaling in astrocytes promotes neurogenesis and absence of the Notch coactivator RBPJ activates neurogenesis in astrocytes [73]. Lastly, the TGFB1-SMAD signaling, with *Smad3* being among the TFs whose accessibility is increased, is involved in the fate commitment process of astrocytes [74].

Under inflammation, the TFs that are involved in the GRN at 24 h represent both astrocytic development and inflammatory responses. This is reflected by the overlap of regulatory hubs from the normal condition and TFs representing the inflammatory part of the process (e.g., *Stat3*, *Nfkb2*, *Runx1*, *Atf3*, *Relb*). STAT3 and NF-κB regulate the function and development of cells under inflammation [75,76,77]. The roles of NF-κB and STAT3 in colon, gastric, and liver cancers have been extensively investigated, and the activation and interaction between STAT3 and NF-κB plays a fundamental role in the control of the communication between cancer cells and inflammatory cells [78,79]. Specifically, STAT3 plays an important role in the development of astrocytes, as it binds to the promoter region of the *GFAP* gene inducing its expression, and its absence results in defects during astrogliogenesis [80]. The decrease of chromatin accessibility at the promoter region of *Stat3* may reflect the partial inhibition of the astrocytic differentiation induced by NF-κB activation. NFKB1 and NFKB2 are critical effectors of the canonical NF-κB pathway regulating expression of genes involved in inflammatory and cell-survival responses [81]. Further, *Runx1* codes for an important TF involved in the astrocytic development, and its overexpression is linked to differentiation along astrocytic and neuronal lineages [82]. Lastly, *Cebpb* is involved in the regulation of multiple pathways associated with inflammatory responses in astrocytes [83]. *Atf3* expression in astrocytes is induced by NRF2, a key regulator of stress-induced antioxidant response [84]. It is interesting to note that several TFs, such as *Esr1*, are present in the GRN both under normal and inflammatory conditions at 24 h of differentiation, thus suggesting that although inflammation affects the astrocytic differentiation, patterns of the normal process still drive the process of differentiation.

At 72 h under inflammation, the GRN is composed of TFs involved in multiple metabolic functions. For example, *Rarg*, *Rorc,* and *Rxra* are involved in the RA pathway, while *Thrb* is the thyroid hormone receptor. Astrocytes are the mediators of thyroid metabolism, which is linked to the proliferation and differentiation of astrocytes and also promotes neuronal development via astrocytes [85]. The corresponding GO terms support these processes related to metabolism (e.g., “response to steroid hormone”, “response to corticosteroid”, and “response to glucocorticoid”). Overall, the identified TFs support the tight interplay between development and inflammation pathways influencing astrocytic functional activities.

## 5. Conclusions

Taken together, our results show that an inflammatory environment affects NSC differentiation into astrocytes. Indeed, we here demonstrate that exposure of NSCs to TNF, a master pro-inflammatory cytokine, skews serum-differentiated astrocytes towards a specific phenotype characterized by impaired key functional activities ascribed to normal astrocytes, including glucose and glycogen metabolism. These divergent astrocytes may inadequately support the underlying neuronal network, would it be in its nascent phases, e.g., by affecting synaptogenesis; or in the adult brain, e.g., by inadequately providing nutrients to neurons, thus modifying the fine-tuned neuronal activities. Overall, these changes might contribute to the development and progression of specific neurological disorders, including neurodevelopmental diseases and brain tumors.

## Figures and Tables

**Figure 1:**
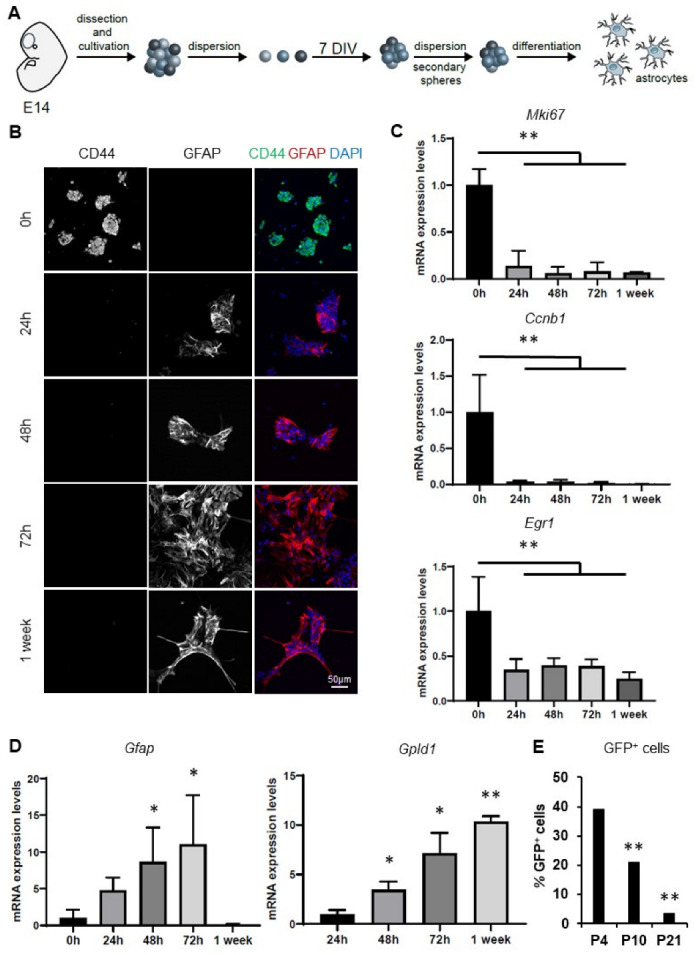
In vitro differentiation of neurospheres (NSPs) into astrocytes. (**A**) Schematic showing the in vitro cellular model of primary neurospheres (NSPs) derived from NSCs isolated from the ventricular zone at embryonic day-14 (E14) of the mouse embryos and the subsequent passages to differentiate them into astrocytes. (**B**) Immunostaining analyses of CD44 (green) and GFAP (red) of NSPs and differentiating astrocytes obtained from primary murine cultures of NSPs cultivated under proliferation conditions (DMEM F12, 1% B27 without vitamin A, antibiotics and 20 ng/mL EGF) or differentiated into astrocytes (DMEM, 10% FBS and antibiotics) for 24 h, 48 h, 72 h, and 1 week. Nuclei were counterstained with DAPI (in blue). Scale bar: 50 μm. (**C**,**D**) RT-qPCR analyses showing mRNA expression levels of (**C**) the cell cycle genes *Mki67* and *Ccnb1*, the NSC marker *Egr1*, (**D**) the astrocytic marker *Gfap,* and the astrocyte-enriched gene *Gpld1*. Results are expressed as mean ± standard deviation. Each time point is shown relative to a specific condition set to 1. * *p* < 0.05; ** *p* < 0.01, *n* ≥ 4. (**E**) Quantification of GFP^+^ cells from mouse forebrain cell suspensions of *hGFAP::*eGFP transgenic mice by FACS at postnatal day 4 (P4), P10, and P21. Bars represent the mean ± SEM. ** *p* < 0.01, *n* = 3.

**Figure 2:**
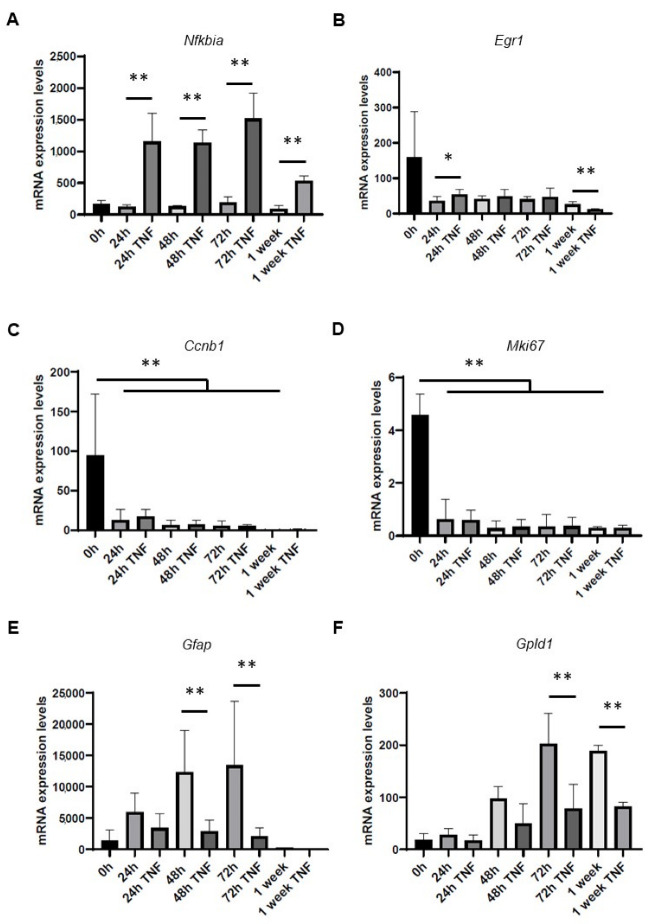
Gene expression levels of NSC and astrocyte markers following treatment of NSCs with TNF during astrocytic differentiation. NSPs were differentiated into astrocytes with or without exposure to TNF (50 ng/mL) for 24 h, 48 h, 72 h, and 1 week. RT-qPCR analyses show the mRNA expression levels of (**A**) *Nfkbia*, (**B**) *Egr1*, (**C**) *Ccnb1*, (**D**) *Mki67*, (**E**) *Gfap,* and (**F**) *Gpld1*. Results are expressed as mean ± standard deviation of 2^−ΔCt^ normalized to beta actin levels. * *p* < 0.05; ** *p* < 0.01, *n* ≥ 4.

**Figure 3:**
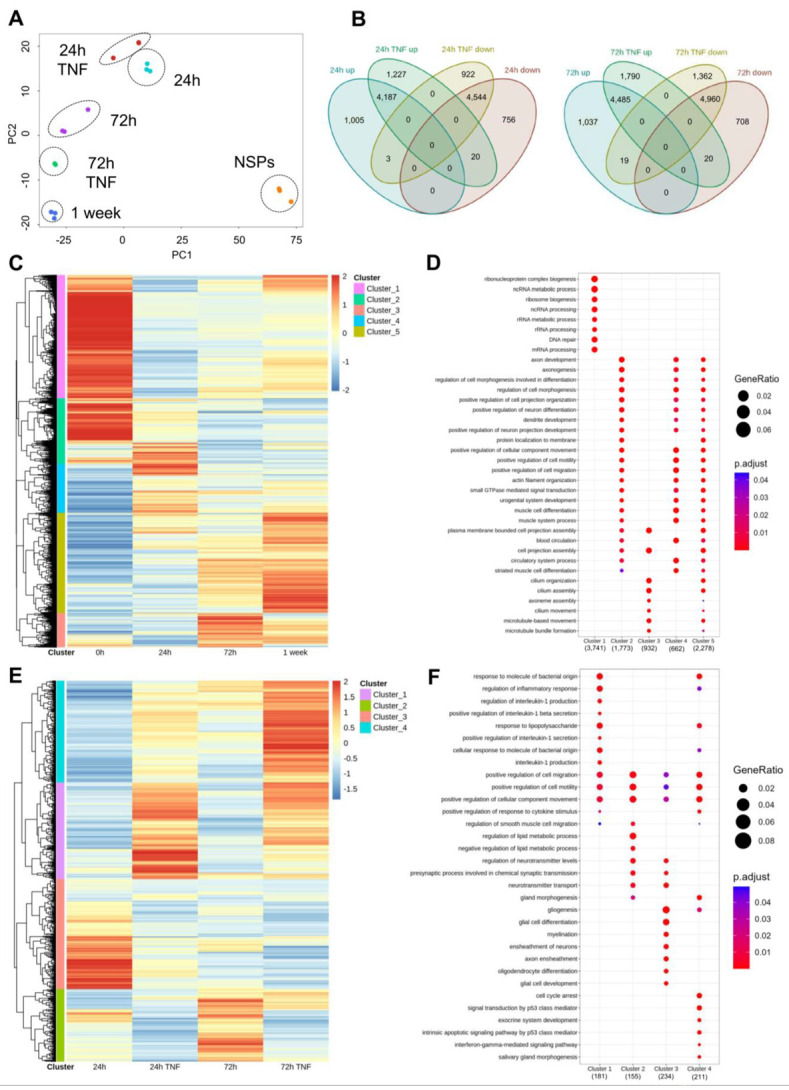
Transcriptomic signature of differentiating astrocytes under normal and inflammatory conditions. (**A**) Representation of first two principal components (PC) analysis of the top 1000 most variable genes across all the conditions analyzed by RNA-seq. (**B**) Venn diagrams showing the number of significantly differentially expressed genes (*p* < 0.05) and their overlap across comparisons 24 h TNF vs. 24 h (left) and 72 h TNF vs. 72 h (right). (**C**) Heatmap showing normalized (z scores) raw gene expression counts of differentially expressed genes under normal conditions based on absolute log2 fold change from comparisons between the different time points (1 week vs. 72 h, 72 h vs. 24 h, and 24 h vs. 0 h). (**D**) Dot plot showing gene set enrichment analysis of genes in clusters identified in the heatmap (Figure 3C). (**E**) Heatmap showing normalized (z scores) raw gene expression counts under inflammatory conditions (24 h TNF vs. 24 h and 72 h TNF vs. 72 h) based on absolute log2 fold change. (**F**) Dot plot showing gene set enrichment analysis of genes in clusters identified in the heatmap (Figure 3E).

**Figure 4:**
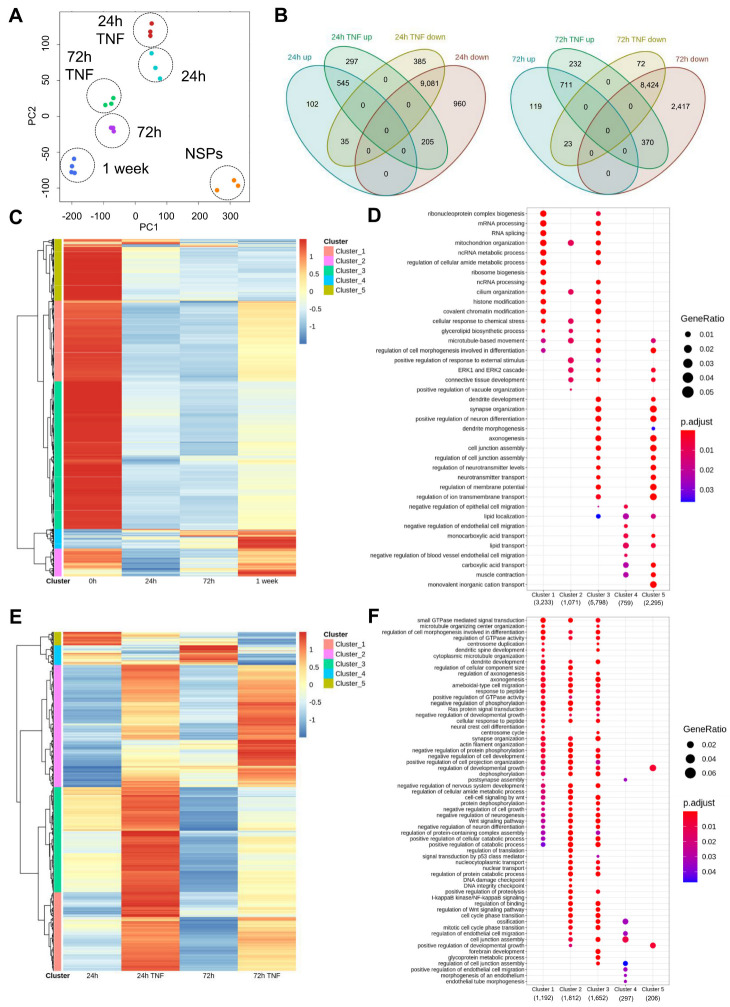
Chromatin accessibility profile of differentiating astrocytes under normal and inflammatory conditions. (**A**) Representation of first two principal components (PC) analysis of the top 1000 most variable genes across all the conditions analyzed by ATAC-seq. (**B**) Venn diagrams showing the number of significantly differentially accessible peaks (*p* < 0.05) and their overlap across comparisons 24 h TNF vs. 24 h (left) and 72 h TNF vs. 72 h (right). (**C**) Heatmap showing normalized (z scores) raw expression of differential peaks under normal conditions based on absolute log2 fold change from comparisons between the different time points (1 week vs. 72 h, 72 h vs. 24 h, and 24 h vs. 0 h). (**D**) Dot plot showing gene set enrichment analysis of genes in clusters identified in the heatmap (Figure 4C). (**E**) Heatmap showing normalized (z scores) raw expression peak counts under inflammatory conditions (2 h TNF vs. 24 h and 72 h TNF vs. 72 h) based on absolute log2 fold change. (**F**) Dot plot showing gene set enrichment analysis of genes in clusters identified in the heatmap (Figure 4E).

**Figure 5:**
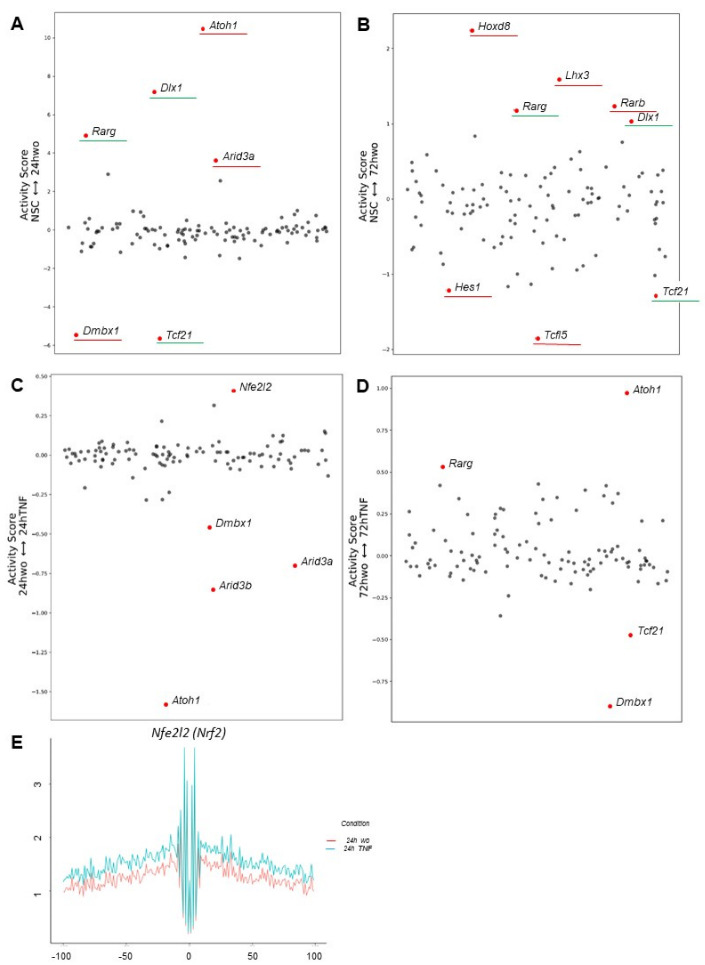
Chromatin footprinting activity under normal and inflammatory conditions. (**A**–**D**) Activity score plots at 24 and 72 h time points under (**A**,**B**) normal and (**C**,**D**) inflammatory conditions. In (**A**,**B**), shared TF binding motifs at 24 and 72 h are underlined in green, while unique TF binding motifs are in red. (**E**) Comparison of the activity of *Nfe2l2 (Nrf2)* gene based on motif enrichment analysis at 24 h between normal (red line) and inflammatory (blue line) conditions.

**Figure 6:**
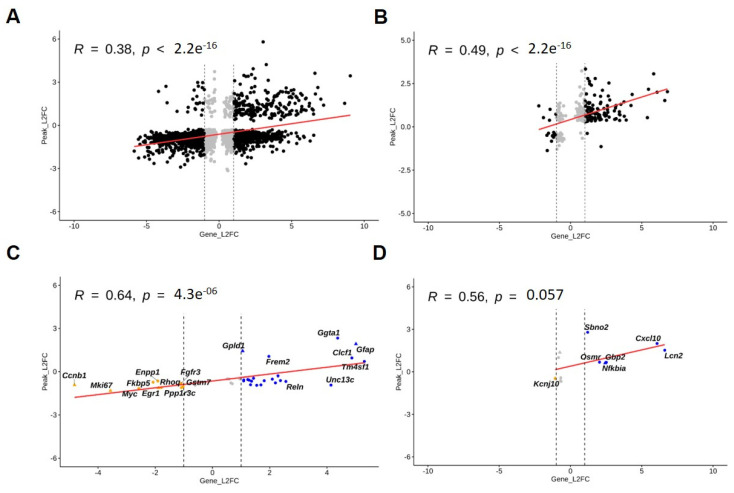
Correlation analyses of transcriptional and chromatin accessibility changes upon the differentiation process under normal and inflammatory conditions. Scatter plots for combined RNA-seq and ATAC-seq data (**A**,**B**) at the genome-wide level and (**C**,**D**) at specific NSC, resting and reactive astrocytic gene loci at 24 h under (**A**,**C**) normal and (**B**,**D**) inflammatory conditions. Plots display Pearson’s correlation coefficient indicating correlation levels between RNA-seq and ATAC-seq data, along with corresponding *p*-values (considering differentially expressed genes with adjusted *p* value < 0.05 and differentially accessible peaks with false discovery rate (FDR) <0.05). Blue and orange dots represent marker genes, which are significantly differentially expressed (adjusted *p* value < 0.05), have more than 2-fold positive change (upregulation) or more than 2-fold negative change (downregulation), respectively, in gene expression and have a significantly differentially accessible peak (FDR < 0.05) in their promoter region. Red lines represent the regression line of correlation between fold change in gene expression and accessibility.

**Figure 7:**
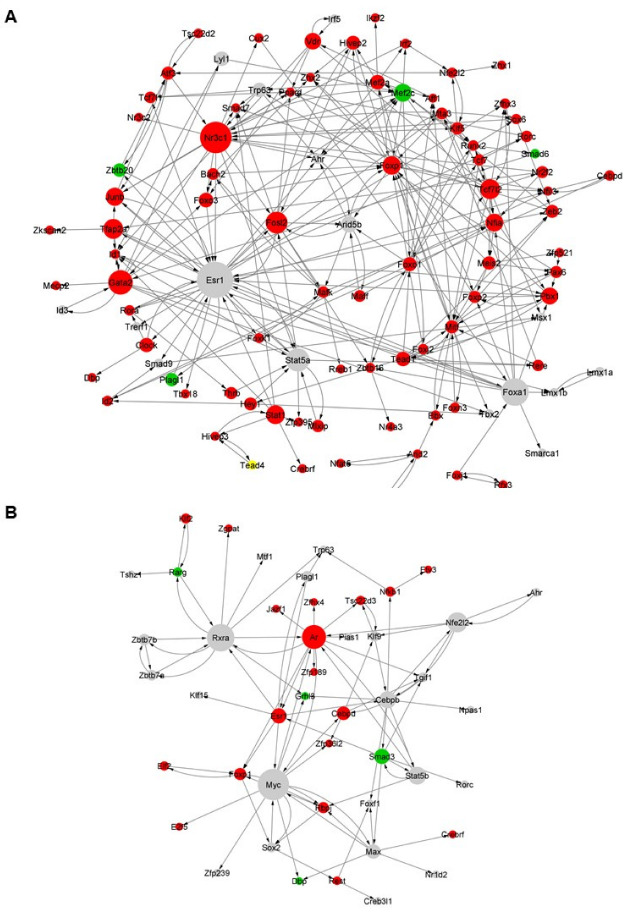
Reconstructed gene regulatory networks under normal conditions. TF-TF regulatory network at (**A**) 24-h and (**B**) 72-h time points. Color legend represents differential accessibility of the TFs (green: upregulated; red: downregulated; grey: not differentially accessible).

**Figure 8:**
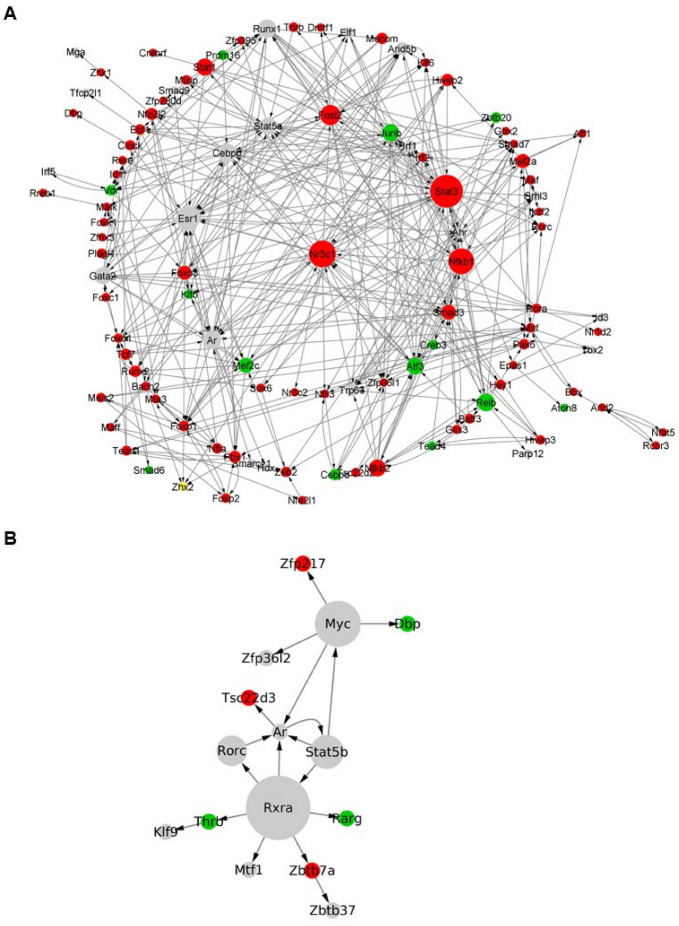
Reconstructed gene regulatory networks under inflammatory conditions. TF-TF regulatory network at (**A**) 24-h and (**B**) 72-h time points. Color legend represents differential accessibility of the TFs (green: upregulated; red: downregulated; grey: not differentially accessible).

## Data Availability

Gene Expression Omnibus (GEO) database—Accession number GSE225729.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12060948/s1, Figure S1. Generation of pure and mature astrocytic populations. (A) Primary murine neurospheres (NSPs) were differentiated into astrocytes (DMEM, 10% FBS) for 2 weeks. Pictures show immunostaining of differentiated astrocytes labeled with Kir4.1, SLC1A2, or SLC1A3 (in green) together with GFAP (in red). Nuclei were counterstained with DAPI (in blue). Scale bar: 50 μm. (B,C) Primary murine neurospheres (NSPs) were cultivated for 72 h in an altered differentiation medium (DMEM, 0.5% FBS, 1% B27 without vitamin A, 2 ng/mL EGF). Pictures show immunostaining of undifferentiated and differentiated NSPs at different time points (24 h, 48 h, and 72 h) labeled with antibodies against (B) GFAP (green) and MAP2 (red) or (C) O4 (green) and GFAP (red). Nuclei were counterstained with DAPI (in blue). Scale bar: 50 μm. (D,E) Magnification of (D) MAP2+ neurons (red) and (E) O4+ oligodendrocytes (green). Scale bar: 50 μm. Figure S2. Assessment of the validity of the in vitro model. (A,B) Gene expression levels of (A) *Gpld1* and (B) *Ccnb1* obtained from the transcriptomics analyses of GFP+ cells sorted from *Aldh1l1*::eGFP BAC transgenic mice comparing cells isolated at P4, P10 and P21 [25]. Results are shown as log FC relative to P4. (C,D) Primary murine neurospheres (NSPs) were cultivated under proliferation conditions or differentiated into astrocytes for 24 h, 48 h, and 72 h. We used GLAST magnetic beads to separate GLAST/SLC1A3+ and GLAST/SLC1A3- cells by MACS. Graphs show RT-qPCR results of *Mki67*, *Ccnb1*, *Gfap,* and *Gpld1* in (C) GLAST/SLC1A3+ and (D) GLAST/SLC1A3- cells. Bars represent the mean ± SD of 2 independent experiments. Figure S3. Gene expression analyses for specific astrocytic markers and chromatin peak distribution comparing normal and inflammatory conditions during NSP differentiation. (A–F) Heat maps showing gene expression of specific astrocytic markers classified in various categories: (A) “developing and differentiated astrocytes”, (B) “reactive astrocytes”, (C) “A1 astrocytes”, (D) “A2 astrocytes”, (E) “glycogen activity”, and (F) “glucose metabolism”. Heat maps represent normalized (z scores) raw gene expression counts of differentially expressed genes (adjusted *p* value < 0.05) in normal (24 h vs. 0 h, 72 h vs. 24 h) and inflammatory (24 h TNF vs. 24 h and 72 h TNF vs. 72 h) conditions. (G) Volcano plots showing the distribution of open and closed differentially accessible peaks at different time points upon astrocytic development between treated and untreated NSPs (24 h TNF vs. 24 h and 72 h TNF vs. 72 h); FDR, false discovery rate. Figure S4. Enrichment analysis of transcription factors in gene regulatory networks under normal conditions. (A,B) Gene Ontology terms for (A) 24 h and (B) 72 h time points. (C) Venn diagram showing the comparison between 24 h and 72 h. Figure S5. Enrichment analysis of transcription factors in gene regulatory networks under inflammatory conditions. (A) Venn diagram showing the comparison of astrocytic differentiation between physiological and inflammatory conditions at 24 h. (B,C) Gene Ontology terms for (B) 24 h and (C) 72 h time points. (D) Venn diagram showing the comparison of astrocytic differentiation between physiological and inflammatory conditions at 72 h.

# Supplementary material for: Transcriptional and Chromatin Accessibility Profiling of Neural Stem Cells Differentiating into Astrocytes Reveal Dynamic Signatures Affected under Inflammatory Conditions
**Source:** Cells. 2023 Mar 21;12(6):948. doi: 10.3390/cells12060948

# Supplementary Figure S1

**A**

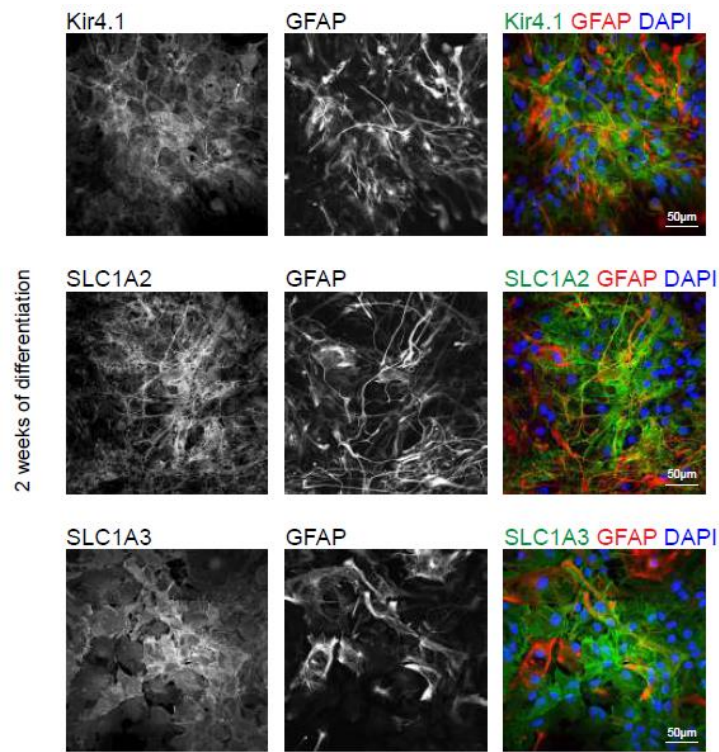

**B**

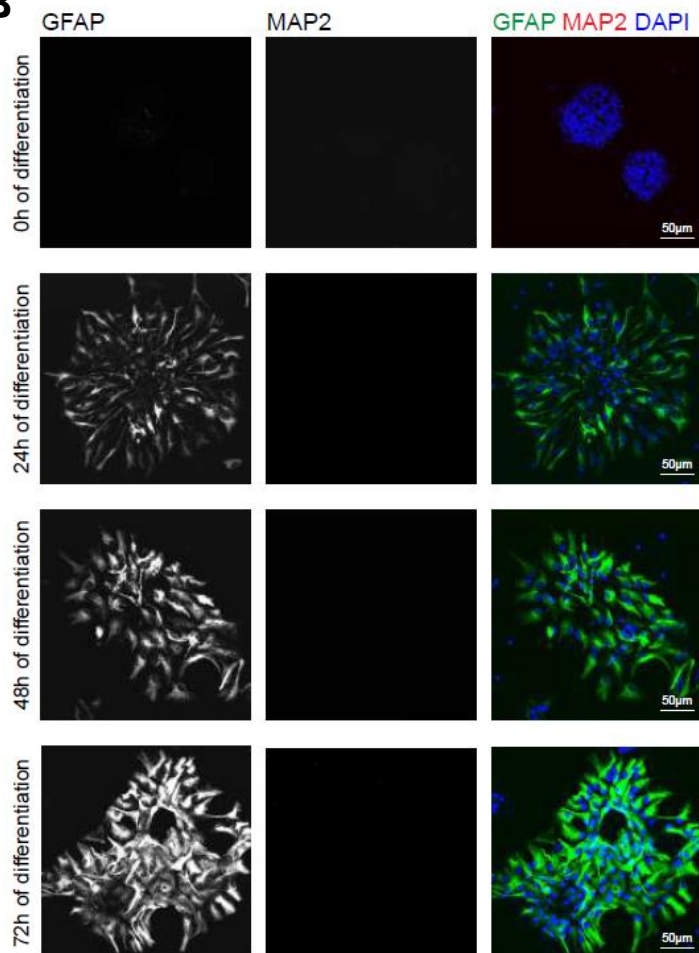

**C**

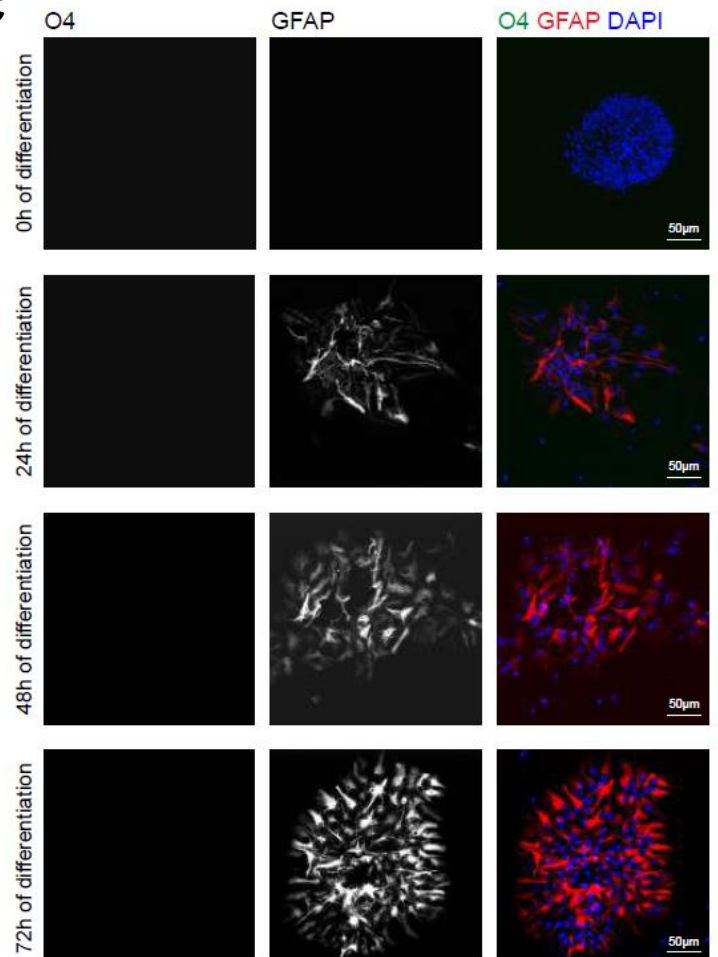

**D**

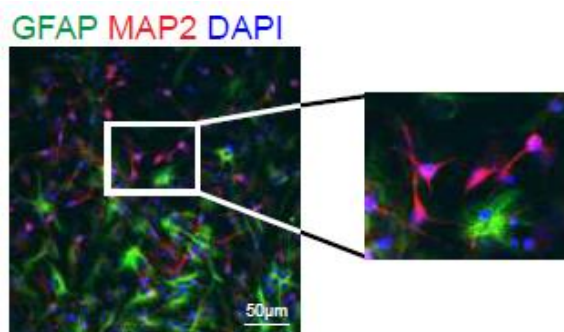

**E**

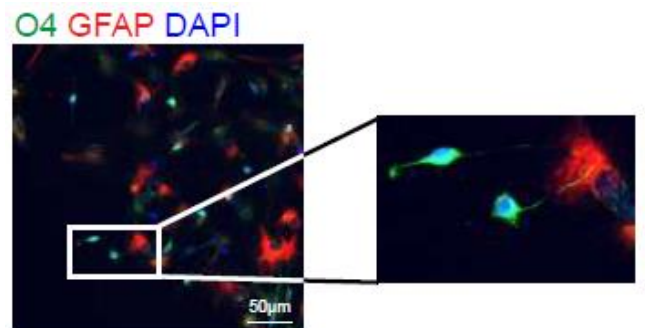

## Supplementary Figure S2

**A**

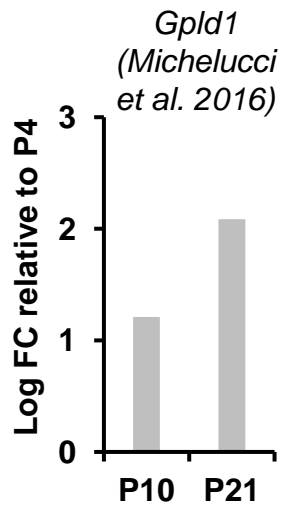

**B**

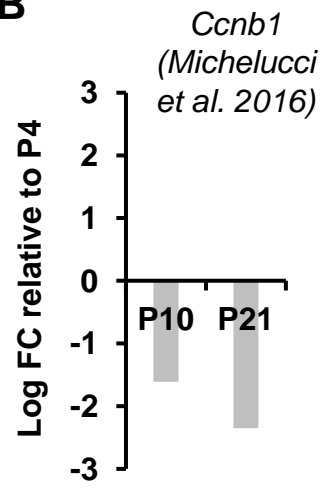

**C**

**GLAST/SLC1A3<sup>+</sup> cells**

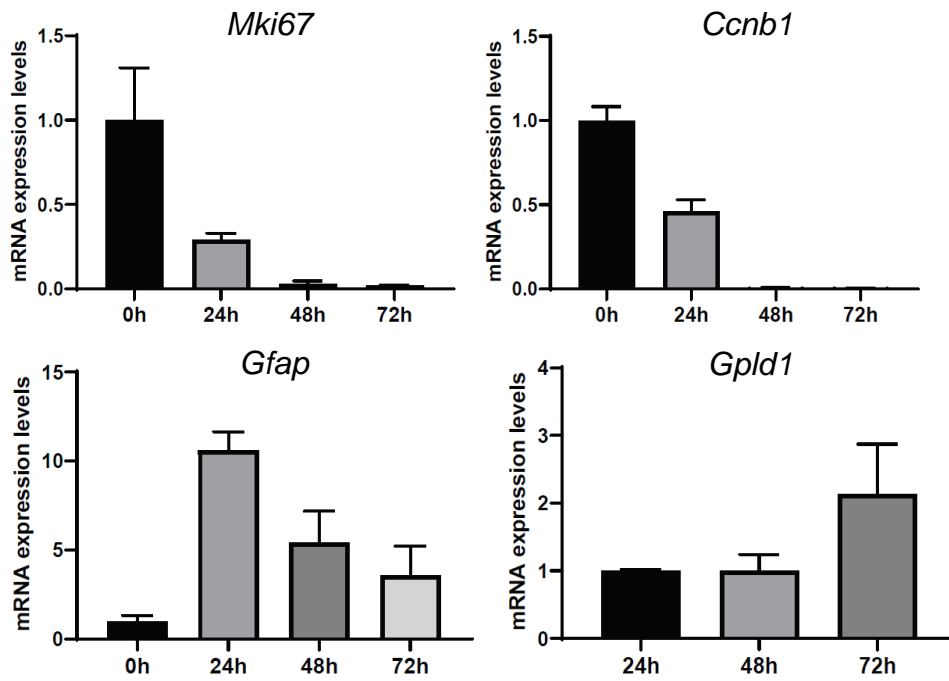

**D**

**GLAST/SLC1A3<sup>-</sup> cells**

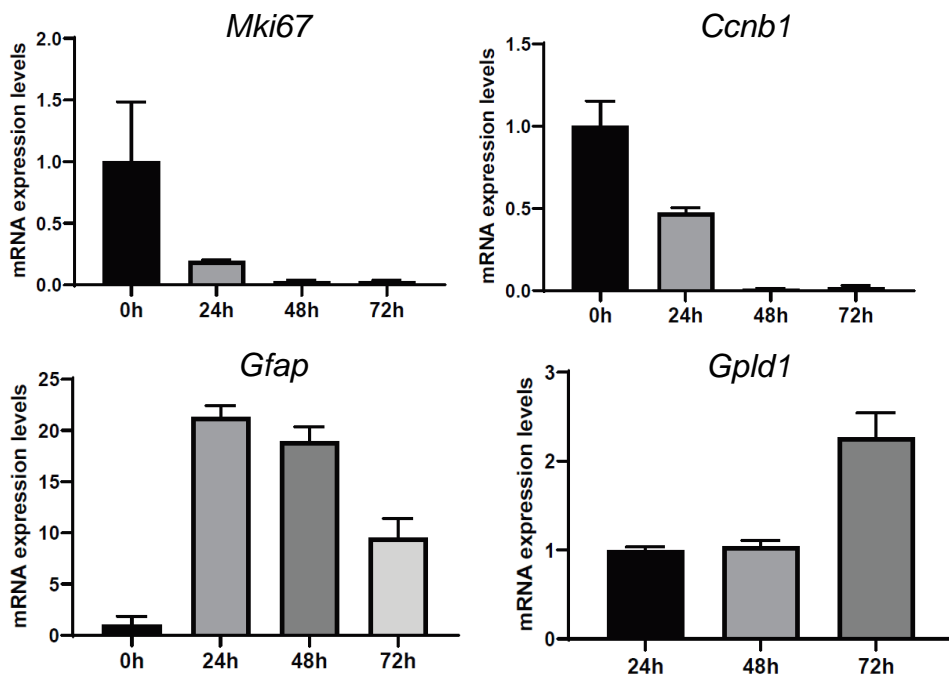

# Supplementary Figure S3

## A Developing & differentiated astrocytes

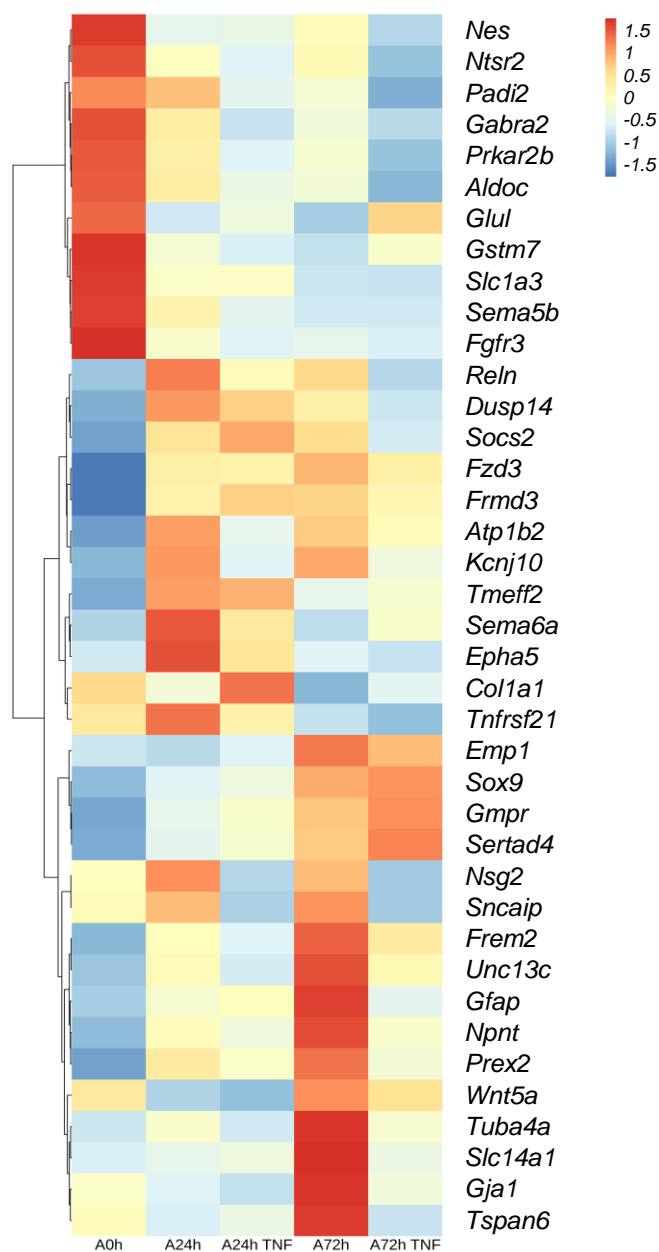

## B Reactive astrocytes

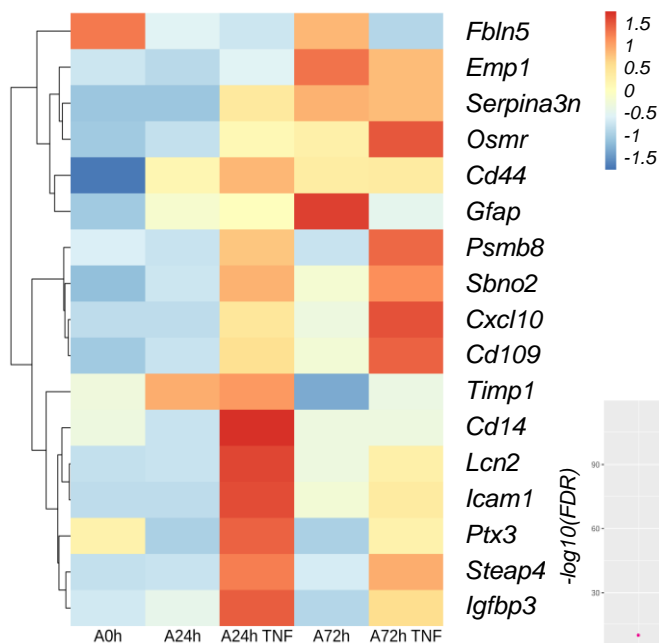

## C A1 astrocytes (Liddel et al. 2017)

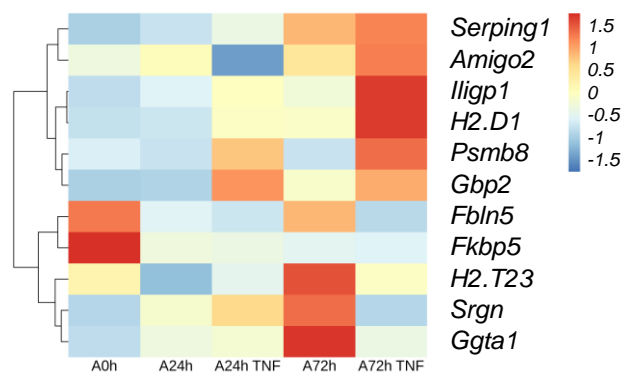

## D A2 astrocytes (Liddel et al. 2017)

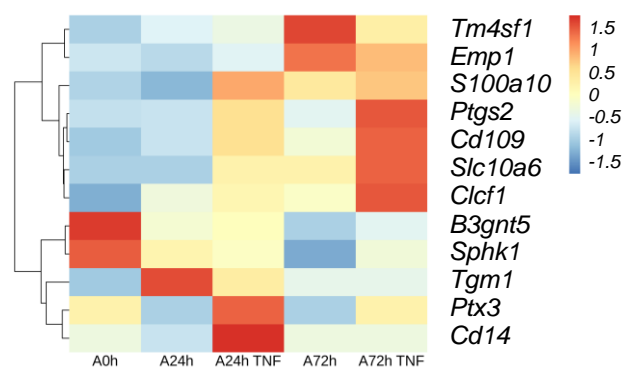

## E Glycogen activity

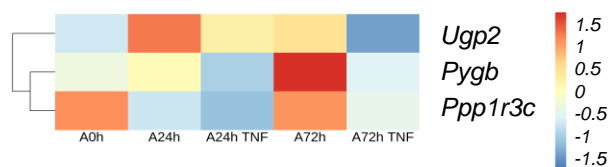

## F Glucose metabolism

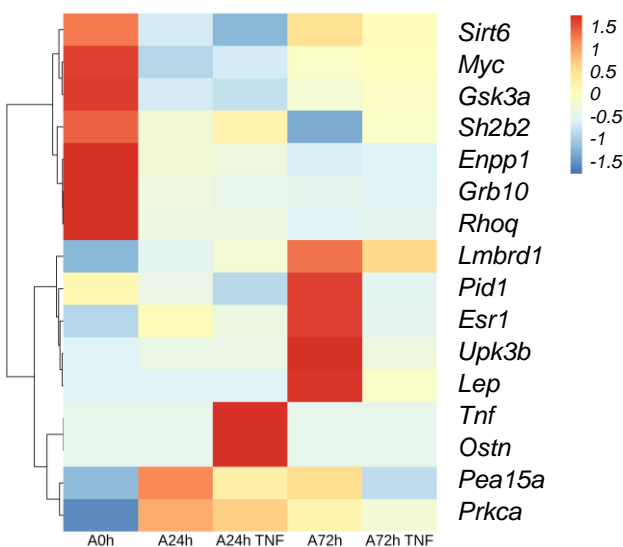

## G

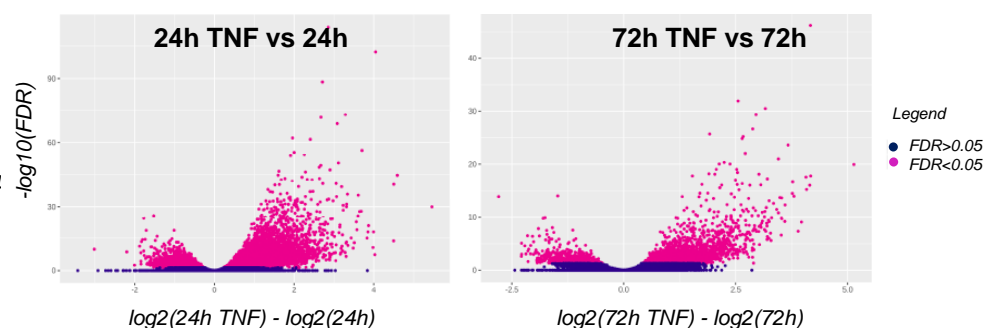

Supplementary Figure S4

A

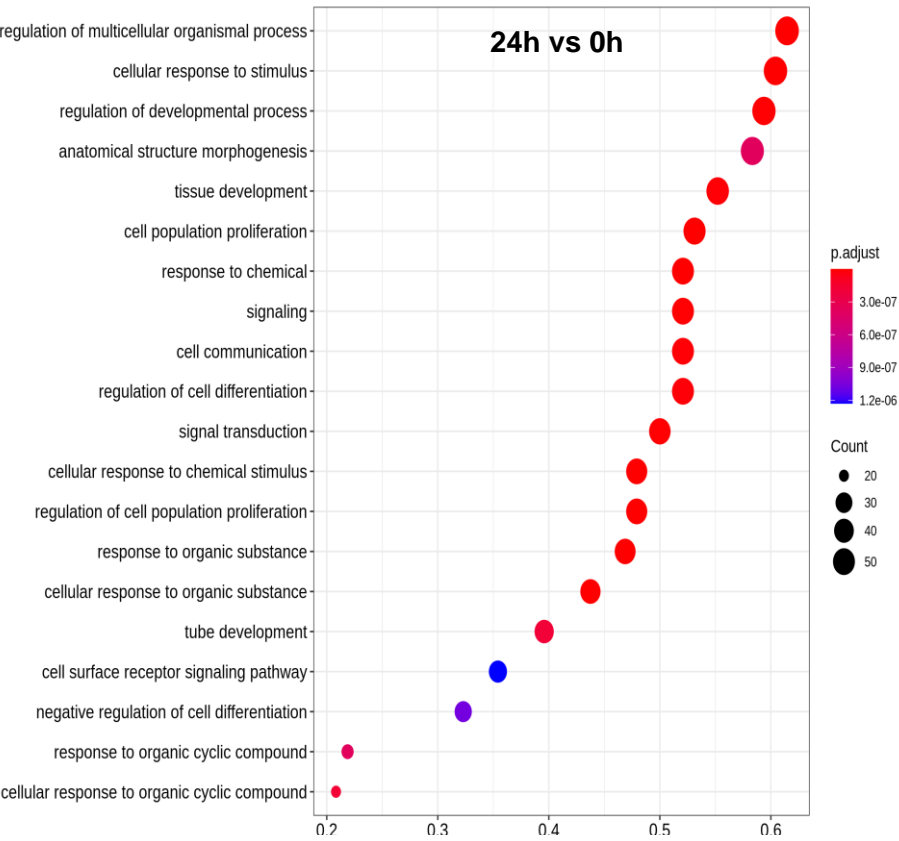

B

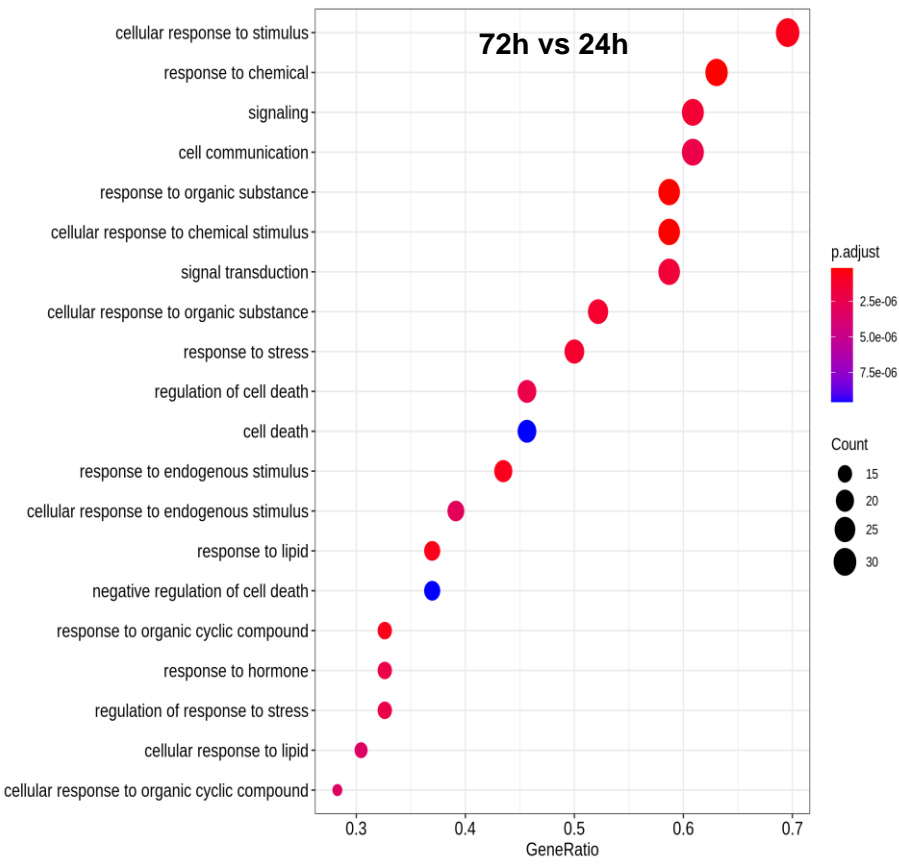

C

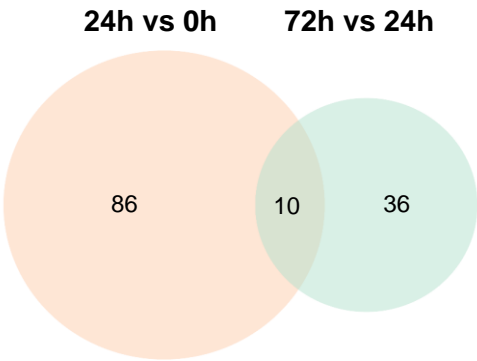

Supplementary Figure S5

A

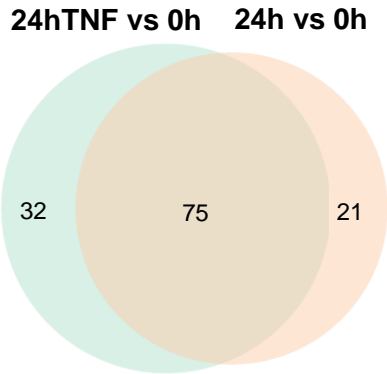

B

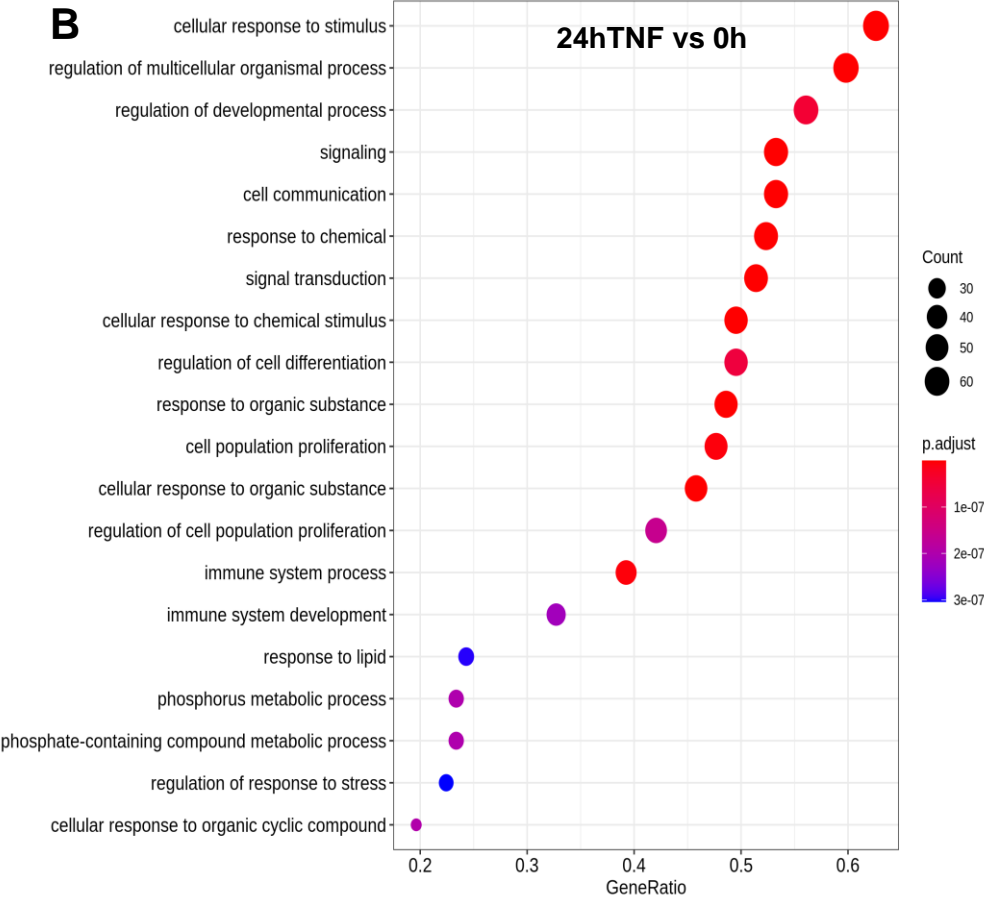

C

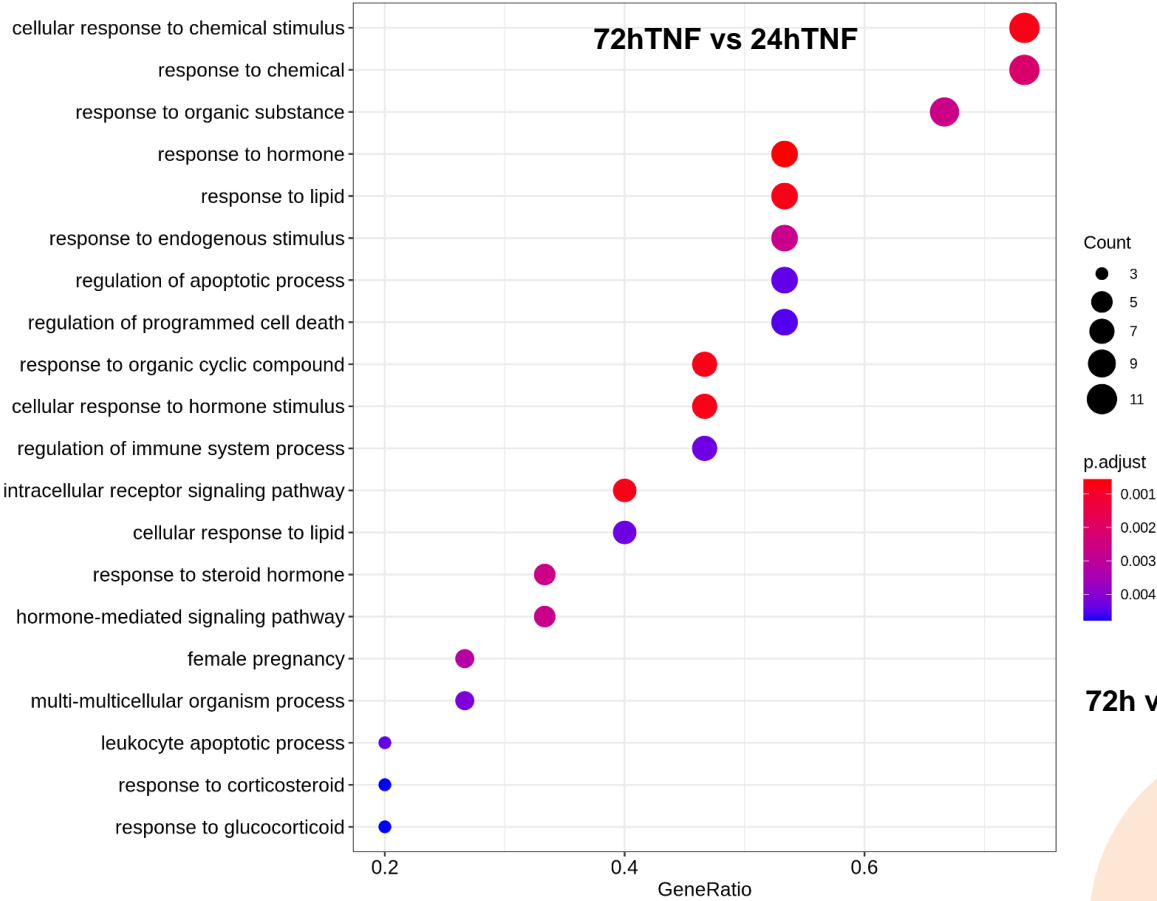

D

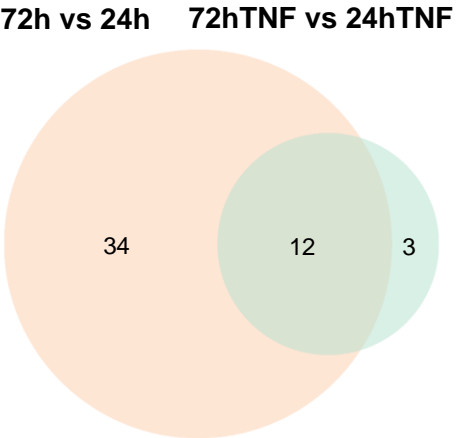

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

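RNA-sequencing counts were analysed from 18 cultures of mouse cells in 6 conditions, with 3 replicates in each: proliferating NSPs, cells differentiated for 24 h or 72 h without or with TNF at 50 ng/ml, and cells differentiated for 1 week. The condition of each library was taken from its labels and from the methods of the paper. The authors extracted total RNA, removed ribosomal RNA, prepared stranded libraries and sequenced paired ends. They checked the reads with FastQC, trimmed them with Trim Galore, aligned them to the transcriptome with STAR, sorted them with Samtools and counted them per gene with Feature Counts, and they deposited these raw counts without normalization. For their own tests the authors used DESeq2. The versions of these tools, the genome build, the strand setting and the handling of reads that fit several genes are not stated in the paper's text, and the effect of RNA quality, which the paper gives as a range and not per library, was not tested. All 18 columns of the table were used.

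The table holds 54838 genes, of which 54809 have their identifier in GENCODE M21 on GRCm38, the source of gene names and positions. Total counts per library ranged from 12509693 to 22549627 with a median of 16794798. Reads without molecular identifiers are not independent molecules, so the depth covers counting error only. In every pair of replicates of a condition the counts differed by more than sampling noise (chi-square per degree of freedom from 3.86 to 59), so no library was counted as a duplicate.

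From the counts, edgeR (version 4.0.16, with limma 3.58.1 in R 4.3.3) estimated TMM normalization factors, and its quasi-likelihood test was fitted over all 18 libraries with a mean per condition. The 20067 genes passing edgeR's filter by condition were tested in 10 comparisons and in the interaction of TNF and time, with Benjamini-Hochberg adjustment and a threshold of 0.05. The biological coefficient of variation was 0.18. For the overlap of genes changed from NSPs with and without TNF the unadjusted p-value was used, with the adjusted one as an alternative. The paper gives p < 0.05 for these genes without saying whether it was adjusted. Levels are CPM, and log2 CPM used a prior count of 2. Genes with an adjusted p-value under 0.05 were clustered on z scores of their condition means by complete linkage, into 5 clusters for normal differentiation and 4 for TNF, and the members of gene lists in each cluster were tested with Fisher's exact test against all clustered genes. Gene lists were tested with camera at an inter-gene correlation of 0.01. The grouping of libraries in the principal component analysis of the 1000 most variable genes was tested with 100000 permutations of the condition labels. The silhouette used for this was computed on the first and second components only. Lower bounds of a fold were computed where every library of a condition had at most 3 counts. Counts of marker genes, list tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

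On simulated counts for 19510 genes with 200 changed genes, edgeR's test found 148 of the changed genes (74%) and called 7 unchanged ones (4.5% of its calls), and DESeq2 (version 1.42.0) found 162 (81%) and called 21 unchanged ones (11.5%).

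The conditions, the main tests, the gene lists, the alternatives and the rule for the genes named in the text were fixed before the data were examined. The exceptions are the tests, lists and alternatives that the text gives as chosen or added later. The rule takes every gene the paper names for these data, every member of a hand-written list where the list is reported, and for each comparison the 3 genes with the largest change in each direction among those called, with a mean of at least 1 CPM and no overlap between the groups. Alternatives were DESeq2 with its size factors, RLE normalization, no filter on low counts, at least 10 counts in every library, a fit of only the groups compared, the replicate number as a block, a log2 fold change of at least 1, the unadjusted p-value, fry in place of camera, other settings of the principal component analysis and the clustering, and leaving out each library in turn, or each replicate number from every condition for the overlaps, the clusters and the principal components. The pairing by replicate number comes from the labels, which number the replicates 1 to 3 in each condition. The column of the third 72 h replicate carries the number 4 in the table, so a block with this library left unpaired was added after the data were seen. In that fit the library has a block level of its own, so it adds nothing to the 72 h mean. A filter of at least 5 counts in total was also added after the data were seen, because the fit with no filter gave each gene the spread of the trend and not its own. Gene Ontology enrichment, the regulatory networks and chromatin accessibility were not analysed here. Some transcription factor genes that the paper names are not reported here.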

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

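The tests of GC content with gene length, of library size and of the replicate 1 libraries for the cilium genes, and the 2 tests for *C3*, were chosen before their results were seen, while the counts over other splits of the libraries and the tests for the remaining lists and genes were chosen only after the result was seen.

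The effect of TNF differed between 24 h and 72 h for 92 genes by an interaction term in edgeR (adjusted p-value under 0.05), 27 of them with a higher and 65 with a lower log2 effect at 72 h. Of 100 splits drawn from the 200 that exchange TNF-treated and untreated libraries within each time, 6 gave at least 92 genes, the real one among them. The other 5 gave 2386, 870, 547, 492 and 463 genes. The first exchanged all 3 TNF-treated libraries at 72 h and none at 24 h, the next 2 exchanged 3 at 72 h and 1 at 24 h, and the last 2 exchanged 2 at 24 h and none at 72 h. Exchanging all 3 libraries of a time turns the TNF effect of that time around, so that the interaction adds the effects of both times. Splits that exchanged fewer libraries at only 1 of the times followed no single pattern. Exchanging 2 at 72 h gave 69, 6, 14 and 22 genes, and 1 at 72 h gave 3, 2 and 8. Exchanging 1 at 24 h gave 62 and 91 genes, the latter close to the real 92. The splits drawn that exchanged 1 or 2 libraries at both times gave 0 genes, but they place treated and untreated libraries in one group and so add the TNF effect to the spread. The count over splits therefore does not settle whether a chance arrangement of the libraries gives 92 genes. The number of genes in the real arrangement ranged from 25 to 136 with each library left out in turn, and between 25 and 81 of the 92 genes were called again in those fits. With DESeq2 246 genes were called, 89 of them shared.

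Among the gene lists, the motile cilium list had a mean interaction of -0.82 on the log2 scale (2 of 19 genes positive, camera adjusted p = 1.14e-05). With TNF its mean log2 fold change was 0.34 at 24 h and -0.47 at 72 h. Among 10000 random lists matched on GC content and gene length, the value lay at percentile 0.01, so these properties alone do not give it. With the libraries thinned to the smallest total it was -0.83, a test that can hardly move fold changes already scaled by library size. The total counts of the 4 groups overlapped, at 12509693 to 17819701 at 24 h, 13551076 to 16906922 at 24 h with TNF, 12598024 to 19106651 at 72 h and 14745995 to 17775113 at 72 h with TNF, so no group lay apart in library size. Without the libraries of replicate 1 it was -0.37, so the replicate 1 libraries remain an explanation for part of it. A biological explanation, a response to TNF that turns from the first to the third day, is a hypothesis that cannot be told apart from these libraries.

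The other lists whose effect differed between the times were oligodendrocyte lineage (0.51, 9 of 12 genes positive, camera adjusted p = 0.0361), ribosome biogenesis (-0.23, 3 of 23 positive, 0.0204), cell cycle (0.42, 13 of 19 positive, 0.0408), inflammatory NF-kB targets (-0.98, 2 of 12 positive, 0.000148) and gliogenesis and myelination (0.37, 16 of 23 positive, 0.00344). Of 13 further lists and genes, 1 lost over 50% of its size without the libraries of replicate 1, the cell cycle list, which turned to -0.16. With the libraries thinned to equal totals, 0 of 13 did, a test with the same limit. Without replicate 1 the oligodendrocyte list was at 0.32, ribosome biogenesis at -0.27, NF-kB targets at -1.26 and gliogenesis at 0.25. These items were chosen because they passed the threshold, so such tests show limited stability. With fry in place of camera the oligodendrocyte, ribosome, cell cycle and gliogenesis lists were not past the threshold (adjusted p = 0.102, 0.456, 0.509 and 0.0619), and with at least 10 counts in every library the NF-kB list was not (-0.11, camera adjusted p = 0.393).

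Single genes whose effect of TNF differed between the times were *Lcn2* (-5.52), *Cxcl10* (-3.84), *Ccl2* (-5.23), *Slc14a1* (-3.01), *Ggta1* (-2.77), *Tm4sf1* (-1.60), *Chgb* (-4.08) and *Scara5* (-2.86), on the log2 scale (edgeR adjusted p from 0.000255 for *Ccl2* to 0.0444 for *Cxcl10* and *Ggta1*). Without the libraries of replicate 1 they were -5.53, -2.94, -5.25, -2.96, -2.32, -1.37, -3.91 and -2.91 in the same order, and *Ggta1* was no longer called (edgeR adjusted p = 0.0679). For *Lcn2*, *Cxcl10* and *Ccl2* the change is a smaller rise at 72 h, and for *Slc14a1*, *Ggta1*, *Tm4sf1*, *Chgb* and *Scara5* a fall at 72 h that was absent or smaller at 24 h. *Lcn2* and *Cxcl10* were at 0, 0 and 0.326 CPM in the untreated 24 h libraries, so the size of their interactions rests on few counts. *Ggta1*, *Cxcl10* and *Ccl2* overlap other annotated genes, which makes their counts uncertain. A biological reading, an early response of chemokine genes and a late fall of others, is a hypothesis found in the same data, and the count over splits does not settle chance for the set.

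Outside the genes the paper discusses, several rose with TNF. *C3* had a log2 fold change of 5.87 at 24 h (edgeR adjusted p = 7.04e-06) and 3.61 at 72 h (8.24e-05), *Casp4* of 5.48 and 4.29 (3.5e-08 and 2.12e-07), *Ccl2* of 6.75 and 1.53 (3.5e-08 and 0.00611), *Lgi2* of 2.49 and 4.86 (0.000453 and 9.11e-07), and *Adamts20* of 4.79 at 72 h (0.000615). All 3 TNF-treated libraries were above all 3 untreated ones in each of these comparisons, which the rule that chose *Ccl2* at 24 h and *Casp4*, *Lgi2* and *Adamts20* at 72 h asks for. *C3*, *Ccl2* and *Lgi2* overlap another annotated gene, which makes their counts uncertain. For *C3* at 72 h, thinning to equal totals gave 3.61 and leaving out the 50 genes with the most counts gave 3.64, but neither test could have moved a change of this size. Library size does not account for it, since *C3* measured 104, 128 and 117 CPM without and 1520, 1360 and 1380 CPM with TNF at 72 h, while the total counts overlapped, at 12598024 to 19106651 and 14745995 to 17775113, and the log2 fold change lay between 3.57 and 3.69 with each library left out. A few genes taking most of the counts do not account for it either, since the TMM factors of these 6 libraries lay between 0.952 and 1.085 and the 10 genes with the most counts took 10.1% to 16.4% of the counts.

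Each of the 10 comparisons between conditions gave its own count of genes in 1 of the 10 splits of its 6 libraries, the real one. A share under 0.1 is not possible with 3 libraries against 3, so chance is not excluded by this count. In the other splits the highest count was 130 genes for 24 h TNF against NSPs and 92 for 72 h TNF against 24 h TNF, and 0 in the other comparisons. When only the 4 splits that part all 3 same-numbered pairs are taken, the real one gave the highest count in 1 of 4.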

How the results depend on the processing

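The fit with at least 5 counts in total and the block with the third 72 h replicate unpaired were chosen only after the result was seen, and the other alternatives before the data were examined. Unless a value is named as the reason, the cause was not tested.

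With the replicate number as a block, the numbers of called genes were 10436 at 24 h, 11012 at 72 h and 11672 at 1 week against NSPs, 10778 and 12303 for 24 h TNF and 72 h TNF against NSPs, 4830 for 72 h against 24 h, 1239 for 1 week against 72 h, 2482 for 72 h TNF against 24 h TNF, 650 and 1814 for the effect of TNF at 24 h and 72 h, and 65 for the interaction. All 30 counts of genes, overlaps and clusters under the block were within 1.5 times those without it. Whether the numbers pair the libraries was checked by the mean correlation of the deviations of same-numbered libraries, which ran from -0.119 for 24 h TNF against NSPs to 0.271 for 72 h TNF against 24 h TNF. Of 156 named gene results, 151 had the same call under the block, 3 lost it, 1 gained it and 1 changed sign, *Gfap* at 24 h with TNF (-0.02). Of 143 list tests, 141 were unchanged, 1 was lost and 1 gained. With the third 72 h replicate unpaired, 3286 genes were called for 72 h against 24 h, 617 for 1 week against 72 h, 986 for 72 h TNF against 72 h and 24 for the interaction. That fit takes the library out of the 72 h mean. Leaving it out with no block gave 3697, 830, 1050 and 26 in the same order. The lower counts therefore do not test the pairing apart from the loss of a library.

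With an adjusted p-value under 0.05 and a log2 fold change of at least 1, the counts were 5774, 6481 and 7020 for 24 h, 72 h and 1 week against NSPs, 5993 and 7488 for 24 h TNF and 72 h TNF against NSPs, 2681 for 72 h against 24 h, 708 for 1 week against 72 h, 1340 for 72 h TNF against 24 h TNF, and 373 and 987 for TNF at 24 h and 72 h. Clustered genes then numbered 7199 for normal differentiation, with 2242 in the largest cluster, and 1163 for TNF, with 434. Among genes changed against NSPs at an unadjusted p-value, this fold gave 3275 higher and 1614 lower in both conditions at 24 h, 427 lower only without TNF, 476 lower only with TNF, and 0 and 6 in opposite directions. At 72 h it gave 3275 higher and 2220 lower in both, 687 higher only without TNF, 778 lower only with TNF, and 8 and 7 in opposite directions.

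With the unadjusted p-value, 3872 genes were called for 1 week against 72 h, 5398 for 72 h TNF against 24 h TNF, 2761 and 5057 for TNF at 24 h and 72 h, and 2018 for the interaction. A fit of only the groups compared called 872 genes for 72 h TNF against 24 h TNF and 40 for the interaction. DESeq2 called 246 for the interaction, and at least 10 counts in every library 56. With the adjusted p-value the genes higher without and lower with TNF were 2 at 24 h and 22 at 72 h. With at least 10 counts in every library, 676 genes were higher only with TNF at 24 h and 20 higher without and lower with TNF at 72 h. With at least 5 counts in total, 1591 genes were higher only without TNF at 24 h.

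With no filter on low counts, edgeR gave each gene the spread of the trend and not its own (for *Gfap* 0.664 in place of 13.3), since its prior degrees of freedom were infinite, against 6.56 with the filter and 10.8 with at least 5 counts in total. Its further calls carry this limit. It called 2032 genes for 1 week against 72 h, 1374 for TNF at 24 h and 554 for the interaction. It gave 17 and 48 genes in opposite directions at 24 h, 53 and 50 at 72 h, 1068 lower only without TNF at 72 h, and 3353 clustered for TNF.

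With each library left out in turn, the called genes ran from 626 to 1384 for 1 week against 72 h, from 1237 to 3793 for 72 h TNF against 24 h TNF, from 363 to 738 for TNF at 24 h, from 982 to 2849 for TNF at 72 h, and from 25 to 136 for the interaction. Some log2 fold changes of genes changed sign: *Timp1* (-0.55 to 0.13), *Gfap* (-0.78 to 0.45), *Slc14a1* (-0.22 to 0.58), *Egr1* (-0.27 to 1.18) and *Ggta1* (-0.34 to 0.67) with TNF at 24 h, and *Cebpb* (-0.23 to 0.29) and *Serpina3n* (-1.45 to 0.23) with TNF at 72 h. Over 936 such fits of named genes, 829 kept the call and sign, 85 lost it, 11 gained it and 11 changed sign. With replicate 1, 2 or 3 left out of every condition, genes in opposite directions ran from 1 to 16 and from 15 to 30 at 24 h, and from 11 to 78 and from 15 to 51 at 72 h, and clustered genes from 7822 to 13520 for normal differentiation and from 473 to 4527 for TNF.

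With at least 10 counts in every library, 9 list means changed sign, none of them past the threshold on either side, given here first under edgeR's own filter and then under this one: astrocyte for 1 week against NSPs (-0.01 to 0.10), neuron for 24 h TNF against NSPs (-0.41 to 0.11), oligodendrocyte (-0.40 to 0.14), cell cycle (0.05 to -0.01) and cell migration (-0.01 to 0.14) for 1 week against 72 h, NF-kB targets for 72 h TNF against 24 h TNF (-0.25 to 0.23), neuron for TNF at 72 h (-0.05 to 0.73), and neuron (-0.14 to 0.41) and cell migration (-0.11 to 0.03) for the interaction. Of 121 list tests under this filter, 96 were unchanged, 12 were lost and 4 gained. With fry, 115 of 143 were unchanged, 9 were lost and 19 gained.

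Of the 156 named gene results, 98 were unchanged under every alternative computed for single genes, which were DESeq2, RLE normalization, no filter, at least 5 counts in total, only the groups compared, the replicate block and each library left out. DESeq2 left 148 unchanged, RLE normalization 154, no filter 134, at least 5 counts in total 152 and only the groups compared 133. The depth of the libraries limits what can be tested: *Icam1*, *Ptx3*, *Cd14*, *Psmb8*, *Tnf*, *Ostn* and *Lep* had at most 3, 1, 5, 6, 3, 3 and 3 counts in any library.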

Differences from the paper's values

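The filter of at least 5 counts in total, named in this part, was chosen only after the result was seen.

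The legend of Fig. 3B names the comparisons as TNF-treated against untreated cells, while the paper's text gives the 24 h genes as changed against NSPs. The text's reading was used here, so what the figure's values compare is uncertain. At 24 h, about 3 genes in Fig. 3B of the paper, read by eye, were higher without and lower with TNF, against 6 here. Of the alternatives set before the data were examined, the adjusted p-value (2 genes) and DESeq2 with the adjusted p-value (4) came within the margin, while DESeq2 with the unadjusted p-value (6), RLE normalization (5), no filter on low counts (17), at least 10 counts in every library (6), only the 9 libraries compared (9), the replicate block (5), a log2 fold change of at least 1 (0) and leaving out replicate 1, 2 or 3 (16, 1 and 1) did not.

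At 72 h, about 19 genes in Fig. 3B, read by eye, were higher without and lower with TNF, against 34 here. The adjusted p-value (22), DESeq2 with the adjusted p-value (25), at least 10 counts in every library (20), only the 9 libraries (26) and leaving out replicate 2 (18) came within the margin. DESeq2 with the unadjusted p-value (35), RLE (38), no filter (53), the replicate block (30), a log2 fold change of at least 1 (8) and leaving out replicate 1 or 3 (78 and 11) did not.

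At 72 h, about 20 genes in Fig. 3B, read by eye, were lower without and higher with TNF, against 33 here. The adjusted p-value (25), DESeq2 with the adjusted p-value (25), at least 10 counts (28), only the 9 libraries (25), the replicate block (30) and leaving out replicate 2 or 3 (16 and 15) came within the margin. DESeq2 with the unadjusted p-value (33), RLE (34), no filter (50), a log2 fold change of at least 1 (7) and leaving out replicate 1 (51) did not. The filter of at least 5 counts in total, which was chosen after seeing the values, gave 7, 41 and 34 genes for these groups and closed none of the gaps.

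The paper gives *Gfap* and *Gja1* as up-regulated at 72 h without TNF. From 24 h to 72 h, the log2 fold changes were 1.44 for *Gfap* (edgeR adjusted p = 0.0631) and 1.45 for *Gja1* (0.0602), in 3 of 3 libraries above every 24 h library. A fit of only the groups compared called both (9.32e-05 and 1.11e-05), as did no filter on low counts, with the limit of that fit (6.88e-20 and 1.61e-19), and at least 5 counts in total, chosen after seeing the values, called *Gja1* (0.0492). The unadjusted p-value called both (0.0169 and 0.0159). Over the alternatives computed for single genes the adjusted p ran to 0.194 for *Gfap* and 0.142 for *Gja1*. If the statement is read against TNF-treated cells at 72 h, *Gja1* changed by -1.35 (edgeR adjusted p = 0.132) and was called with no filter (8.95e-16), without 72 h TNF replicate 1 (0.0387) and by the unadjusted p-value (0.0235), in a range up to 0.313.

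The paper gives *Timp1*, *Icam1* and *Ptx3* as raised by TNF mainly at 24 h. *Timp1* changed by -0.07 (edgeR adjusted p = 0.977, from 0.735 to 1 over the alternatives) and was called neither by these nor by the unadjusted p-value (0.901). *Icam1* and *Ptx3* had at most 3 and 1 counts in any library. The paper places *Cd109*, *Sbno2* and *Cxcl10* at 72 h. *Sbno2* and *Cxcl10* had log2 fold changes of 1.21 and 5.97 at 24 h against 0.76 and 2.13 at 72 h, with interactions of -0.45 (edgeR adjusted p = 0.681) and -3.84 (0.0444). *Cd109* changed by 0.86 at 24 h and 0.82 at 72 h (interaction -0.05, edgeR adjusted p = 0.971). At 24 h it was not called (edgeR adjusted p = 0.0555, from 1.37e-06 to 0.37 over the alternatives), but was with DESeq2 (0.0179), with no filter (1.37e-06), by the unadjusted p-value (0.00206), without 24 h TNF replicate 3 (0.026) and with at least 5 counts in total, chosen after seeing the values (0.0466).

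Of the metabolic genes the paper gives as modulated by TNF, *Lmbrd1* changed by -0.27 at 72 h (edgeR adjusted p = 0.129, from 0.0756 to 0.473 over the alternatives) and was called by none of these, but by the unadjusted p-value (0.0226). *Ugp2* changed by -0.56 (edgeR adjusted p = 0.0548, from 0.00615 to 0.304) and was called with DESeq2 (0.0346), with no filter (0.00615), without 72 h replicate 1 (0.0185) and by the unadjusted p-value (0.00549). *Lep* had at most 3 counts in any library.

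The paper describes the migration cluster as under-represented with TNF. The hand-written list of 24 migration genes rose at 24 h (mean log2 fold change 0.32, 15 of 24 genes higher, camera adjusted p = 0.0283). It gives gliogenesis as lowered, mainly at 24 h. The gliogenesis list fell at 24 h (-0.38, 2 of 23 genes higher, camera adjusted p = 4.27e-05) and was at -0.02 at 72 h (12 of 23 genes higher, camera adjusted p = 0.803). The lists are not the terms the paper tested.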

Other observations

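The tests in this part were chosen only after the result was seen, except the test of library size for the Y-linked genes.

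The TNF-treated libraries of replicate 1 lay apart from the others of their condition. The distance of a library was taken from the mean of the other 2 libraries of its condition. It was 0.61 for 24 h TNF replicate 1 and 0.58 for 72 h TNF replicate 1. The others lay at 0.33 to 0.53, apart from 0.65 for NSP replicate 1, the largest. Over the 18 libraries, and centred by condition, the distance had a Pearson correlation of -0.14 with library size (permutation p = 0.58, 0.58 adjusted over the 2 relations tested), with a Spearman's rho of -0.17 (permutation p = 0.52, 0.52 adjusted). With the share of counts taken by the 10 genes with the most counts, the Pearson correlation was 0.51 (permutation p = 0.069, 0.14 adjusted) and Spearman's rho 0.44 (permutation p = 0.096, 0.19 adjusted). Without the 2 libraries farthest from the median, the Pearson correlations were -0.08 and 0.20. Of 4 marker lists of other cell types, 0 were above the central 95% of random lists at both times. The test looked only for lists above it. A mesenchymal list, of which 5 of 10 genes were tested, lay at percentile 0.01 in both libraries, with a median deviation of -2.20 at 24 h and -1.39 at 72 h on the log2 scale, while 24 h TNF replicates 2 and 3 were both at 99.99 and 72 h TNF replicates 2 and 3 at 94.37 and 99.94. Deviations are taken from the mean of the other 2 libraries of the condition, so a low replicate 1 raises the deviations of the other 2. For this list 8 of 18 libraries were outside the central 95%. A different share of such cells between the replicates therefore remains open. Across genes, which are not independent replicates, the deviation of these libraries had a Spearman correlation of -0.121 at 24 h and 0.071 at 72 h with GC content, and of -0.056 and -0.041 with gene length. A list of ATF4 targets lay at percentile 23.3 in 24 h TNF replicate 1 and 99.99 in 72 h TNF replicate 1 among 10000 random lists, and a hypoxia list at 99.92 and 27.45, so neither moved in the same way in both libraries. A sterol synthesis list lay at percentile 0.01 and 0.05, but it was chosen after 2 of its genes had been noticed, and 12 of 18 libraries were outside the central 95%, so the value does not separate these libraries. The libraries cannot be told apart from a difference in sterol synthesis genes by this test. The design gives no condition that sets replicate 1 apart, and the lists of ATF4 targets, hypoxia and sterol synthesis were the only pathway explanations tested.

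Mitochondrial ribosomal RNA took 4.41% of the counts in 24 h TNF replicate 1 and 6.18% in 72 h TNF replicate 1, against 0.95% to 3.91% in the other libraries.

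Counts of Y-linked transcripts differed between libraries, with 15.5, 72.7 and 67.5 CPM in NSPs, 17.8, 20.9 and 16.3 at 24 h, 52.8, 25.0 and 22.3 at 24 h with TNF, 59.9, 53.3 and 65.5 at 72 h, 47.3, 65.5 and 59.3 at 72 h with TNF, and 31.3, 25.4 and 29.0 at 1 week. Between 24 h and 72 h, 4 of the 5 sex-linked genes tested were called higher at 72 h and 0 lower (4 and 1 when adjusted over the list alone), and *Xist* measured 1720, 1206 and 1688 CPM at 24 h and 1284, 836 and 705 at 72 h. Over the 18 libraries, the Y-linked transcripts had a Pearson correlation of -0.42 with *Xist* (permutation p = 0.084, 0.17 adjusted over the 2 relations tested), with a Spearman's rho of -0.51 (permutation p = 0.03, 0.061 adjusted). With library size the Pearson correlation was 0.23 (permutation p = 0.37, 0.37 adjusted) and Spearman's rho 0.35 (permutation p = 0.15, 0.15 adjusted). Without the 2 libraries farthest from the median the correlation with *Xist* was -0.23. These correlations pool the conditions and were not centred by condition, so a different share of male and female cells between cultures is left open, and the paper's text does not state the sex of the embryos.

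A cell cycle list was slightly lower with TNF at 24 h (mean log2 fold change -0.31, 1 of 19 genes higher, camera adjusted p = 0.014, and 0.32 with fry) and unchanged at 72 h (0.11, 8 of 19 genes higher, camera adjusted p = 1). The paper's statement on the exit from the cell cycle under TNF rests on other measurements.

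*Gpld1* rose by a log2 fold change of 5.07 from NSPs to 1 week (edgeR adjusted p = 2.42e-12), with 3 of 3 libraries above every NSP library. *Gfap* changed by -5.26 from 72 h to 1 week (edgeR adjusted p = 5.59e-05), with 3 of 3 libraries below every 72 h library.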
